# Increased neutrophils in inflammatory bowel disease accelerate the accumulation of amyloid plaques in the mouse model of Alzheimer’s disease

**DOI:** 10.1186/s41232-023-00257-7

**Published:** 2023-03-15

**Authors:** Ryusei Kaneko, Ako Matsui, Mahiro Watanabe, Yoshihiro Harada, Mitsuhiro Kanamori, Natsumi Awata, Mio Kawazoe, Tomoaki Takao, Yutaro Kobayashi, Chie Kikutake, Mikita Suyama, Takashi Saito, Takaomi C. Saido, Minako Ito

**Keywords:** Alzheimer’s disease, Inflammatory bowel disease, Neutrophils

## Abstract

**Background:**

Alzheimer’s disease (AD) is one of the neurodegenerative diseases and characterized by the appearance and accumulation of amyloid-β (Aβ) aggregates and phosphorylated tau with aging. The aggregation of Aβ, which is the main component of senile plaques, is closely associated with disease progression. *App*^*NL-G-F*^ mice, a mouse model of AD, have three familial AD mutations in the amyloid-β precursor gene and exhibit age-dependent AD-like symptoms and pathology. Gut-brain interactions have attracted considerable attention and inflammatory bowel disease (IBD) has been associated with a higher risk of dementia, especially AD, in humans. However, the underlying mechanisms and the effects of intestinal inflammation on the brain in AD remain largely unknown. Therefore, we aimed to investigate the effects of intestinal inflammation on AD pathogenesis.

**Methods:**

Wild-type and *App*^*NL-G-F*^ mice at three months of age were fed with water containing 2% dextran sulfate sodium (DSS) to induce colitis. Immune cells in the brain were analyzed using single-cell RNA sequencing (scRNA-seq) analysis, and the aggregation of Aβ protein in the brain was analyzed via immunohistochemistry.

**Results:**

An increase in aggregated Aβ was observed in the brains of *App*^*NL-G-F*^ mice with acute intestinal inflammation. Detailed scRNA-seq analysis of immune cells in the brain showed that neutrophils in the brain increased after acute enteritis. Eliminating neutrophils by antibodies suppressed the accumulation of Aβ, which increased because of intestinal inflammation.

**Conclusion:**

These results suggest that neutrophils infiltrate the AD brain parenchyma when acute colitis occurs, and this infiltration is significantly related to disease progression. Therefore, we propose that neutrophil-targeted therapies could reduce Aβ accumulation observed in early AD and prevent the increased risk of AD due to colitis.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s41232-023-00257-7.

## Background

Alzheimer’s disease (AD), the most common form of dementia, is a progressive age-related neurodegenerative disorder. The early stages of AD are characterized by amyloid-β (Aβ) production due to the abnormal cleavage of amyloid precursor protein (APP) by β- and γ-secretases, which oligomerize and aggregate into extracellular Aβ plaques called senile plaques. The disease is characterized by senile plaques, neurofibrillary tangles, and neuroinflammation, including microgliosis and astrogliosis [1]. These pathological features propagate throughout the brain as the disease progresses, resulting in synaptic loss, neuronal death, and, ultimately, cognitive decline [2].

Neurodegenerative diseases are closely related to the immune system [3], and the pathological impact of peripheral immune responses on AD has received considerable attention [4]. Peripheral immune cells, such as T cells, B cells, monocytes, and neutrophils, have been found in the brains of patients with AD and corresponding AD animal models. CD8^+^ T cells [5] and IFNγ^+^ CD4^+^ T cells [6] influence the pathogenesis of AD, and cytokines produced by immune cells alter the production and clearance of Aβ [6, 7]. Neutrophils that invade the brain in AD release neutrophil extracellular traps (NETs), which are DNA fibers studded with histones and myeloperoxidase, around Aβ plaques [8]. Thus, AD is closely related to peripheral immunity, but whether these immune cells improve or worsen AD remains controversial.

Interactions between the gut microbiota and brain have been demonstrated, and the molecular mechanisms are beginning to be elucidated. These interactions are called the gut-brain axes and closely related to many diseases [9]. Inflammatory bowel disease (IBD) causes inflammation in the intestine and is characterized by chronic symptoms with recurrent periods of flare-ups and remissions. IBD is reportedly caused by neuroinflammation, activation of the hypothalamic-pituitary-adrenal axis, changes in the blood-brain barrier, and gut microbiota imbalance [10]. It has long been suggested that there is an association between IBD, Crohn’s disease (CD), and cognitive impairment [11, 12]. A large, long-term cohort study from Taiwan reported that patients with IBD are at increased risk for dementia, particularly AD [13]. Recent study has shown that dextran sulfate sodium (DSS)-induced colitis enhances Aβ plaque accumulation in *App*^*NL-G-F*^ mice, which may result from the decrease in phagocytosis by microglia [14]. However, little is known about the relationship between AD and the systemic immune responses induced by IBD.

In this study, we investigated the effects of intestinal inflammation on the pathogenesis of AD. Colitis was induced in wild-type and *App*^*NL-G-F*^ mice, and immune cells in their brains were analyzed by scRNA-seq analysis. We found that acute colitis increased neutrophil infiltration into the brain, resulting in the accumulation of Aβ. Our results suggest that neutrophil-targeted therapies could reduce Aβ accumulation observed in early AD and prevent the increased risk of AD due to colitis.

## Materials and methods

### Animal models

*App*^*NL-G-F*^ mice (RBRC06344) were obtained from Dr. Takaomi C Saido and Dr. Takashi Saito at the RIKEN BioResource Center, Japan. These knock-in mice carry the humanized Aβ sequences with the addition of Swedish (NL), Arctic (G), and Iberian (F) mutations. This results in increased Aβ production as well as Aβ aggregation and increases the Aβ42/Aβ40 ratio [15, 16]. Wild-type (WT) C57BL/6J mice purchased from Jackson Laboratory Japan (Yokohama, Japan) and *App*^*NL-G-F*^ mice were maintained under appropriate conditions, including a 12-h light:12-h dark cycle and free access to food and water at Laboratory of Embryonic and Genetic Engineering, Medical Institute of Bioregulation, Kyushu University. Animal experiments were performed in strict accordance with the recommendations in the Guidelines for Proper Conduct of Animal Experiments of the Science Council of Japan. All experiments were approved by the Animal Research Committee and Ethics Committee of Kyushu University. Unless otherwise indicated, 3-month-old male and female C57BL/6J and *App*^*NL-G-F*^ mice were used. It is important to consider gender differences when studying AD, as epidemiological studies have shown that females have a higher prevalence and incidence of AD and that females have a greater Aβ plaque load in mouse models [17, 18]. However, the susceptibility to inflammation induced by DSS is higher in male mice, causing severe and aggressive disease [19]. Therefore, both male and female mice were used in this study.

### Antibodies and reagents

For flow cytometric analysis, fluorescein isothiocyanate (FITC), phycoerythrin (PE), peridinin chlorophyll protein-cyanine 5.5 (PerCP-Cy5.5), allophycocyanin (APC), PE-Cy7, APC-Cy7, Brilliant Violet (BV421), and BV711-conjugated antibodies were purchased from BD Biosciences, (San Jose, CA, USA), BioLegend (San Diego, CA, USA) or eBioscience (Thermo Fisher Scientific, Waltham, MA, USA). The following antibodies were used: anti-mouse CD45 (30-F11), anti-mouse CD45.2 (104), anti-mouse CD11b (M1/70), anti-mouse Gr1 (RB6-8C5), anti-mouse Ly6C (HK1.4), anti-mouse Ly6G (1A8). Fixable Viability Dye eFluor 780 (FVD780) (eBioscience) was used to remove dead cells.

For immunohistochemistry, the following antibodies were used: anti-human Aβ (1:200; 82E1, IBL), anti-mouse IBA1 (goat polyclonal antibody, 1:100; 011-27991, WAKO), anti-mouse GFAP (rabbit polyclonal antibody, 1:100 for cryosections, 1:500 for paraffin sections; G9269, Sigma), anti-mouse MRP8 (1:300; ab92331, abcam), Alexa Fluor 488-, 546-, or 633-conjugated goat anti-rabbit, mouse, or rat IgG (H+L, 1:300; Thermo Fisher Scientific), and Alexa Fluor 488-conjugated donkey anti-goat IgG (H+L, 1:300; Thermo). Anti-mouse Ly6G (1A8, BioXcell, Lebanon, NH, USA) (1 mg/kg), anti-rat kappa immunoglobulin light chain (MAR18.5, BioXcell) (1 mg/kg), and rat IgG2a isotype control (2A3, BioXcell) (2 mg/kg) were used as neutralizing antibodies. DNase I (Roche) (8 mg/kg), matrix metallopeptidase 9 (MMP-9) inhibitor II (Calbiochem) (10 mg/kg), and N-acetyl-l-cysteine (NAC) (Wako) (100 mg/kg) were used by intraperitoneal injection.

### DSS exposure

WT and *App*^*NL-G-F*^ mice were housed in cages according to experimental group. The control groups received only water, the acute colitis groups received DSS (2%, w/v, MW = 36–50 kDa; MP Biomedicals, LLS, Santa Ana, CA, USA) in their drinking water for one week, and the chronic colitis group received three cycles of alternating 2% DSS then only water, each for 5 days. To determine if colitis was induced, body weight was measured at the timing of the 2% DSS and drinking water exchanges and for one week prior to the day of mouse dissection. Weight loss was calculated as a ratio of the weight on each specific day over the weight on day 0. The photographs of the colons were taken, and the lengths were measured using ImageJ software (National Institutes of Health).

### Food allergy

Ovalbumin (OVA) (Sigma) were used as allergens. OVA was used as the food allergen only for the single-cell RNA sequencing experiments. WT and *App*^*NL-G-F*^ mice were intraperitoneally administered 0.1 mL of the allergen (0.5 mg/mL in PBS) mixed with 0.1 mL of Alum adjuvant. This was administered once per week for a total of three times. For 7 consecutive days after the above sensitization, 250 mg/mL of allergen was administered orally using a sonde at a dose of 0.2 mL per animal.

### Immunohistochemistry

Mice were anesthetized by inhalation with isoflurane and perfusion was performed by injecting PBS into the left ventricle followed by perfusion fixation via administration of 4% paraformaldehyde (PFA). After decapitation, the heads were immersed in 4% PFA and fixed at 4 °C for 24 h while the skin was cut and the skull was exposed. For frozen sections, the brains were removed and transferred in turn to 10%, 20%, and 30% sucrose solutions until completely submerged. The brains were then embedded in O.C.T. compound (Sakura Finetek) and rapidly frozen on dry ice and stored at – 20 °C. Frozen sections (10 μm) were prepared using a cryostat. For paraffin-embedded sections, coronal slices from the brain in cassettes were prepared by the Laboratory for Research Support, Medical Institute of Bioregulation, Kyushu University.

Brain cryosections and paraffin-embedded sections were treated on slides for 1 h at room temperature (25 °C) using Blocking One Histo (nacalai tesque). The sections were incubated with primary antibody in 5% BSA/PBS overnight at 4 °C, washed twice with PBS containing 0.1% Triton X-100 (PBS-T) and once with PBS, and incubated with the secondary antibody for 1 h at room temperature. The brain sections were sealed with cover glasses using a mounting agent. The images were taken with BZ-X700 (Keyence) and image analysis was performed using Keyence software.

### H&E staining

The cecum to distal colon was dissected and removed from the mice that had been perfused with PBS and stored in PBS. After fat and muscle were removed and photographs were taken side by side for each treatment group, the cecum was removed and washed internally with PBS. The colon was opened and rolled before immersion in 4% PFA. The Laboratory for Research Support of the Institute of Bioregulatory Medicine processed the tissue samples up to paraffin permeabilization. The samples were then paraffin-embedded and cut into 5 μm sections using a microtome, placed on glass slides, and then stretched using a paraffin stretching machine. The glass slides were placed in a staining basket and deparaffinized with xylene and ethanol. After staining with Meyer’s hematoxylin solution for 3 min and eosin solution for 1 min, they were dehydrated with ethanol and xylene and sealed with Paramount D (FALMA, Tokyo, Japan).

### ELISA

Mice were anesthetized by inhalation with isoflurane, blood in the heart was collected with a 26-G needle and 1 mL syringe and left at room temperature for 30 min. After centrifugation at 7000×*g* for 5 min the supernatant was collected and stored at − 80 °C. Enzyme-linked immunosorbent assay (ELISA) kits (Thermo Fisher Scientific) were then used according to the manufacturer’s instructions to measure IL-6 levels.

### Flow cytometry

Mice were anesthetized by inhalation with isoflurane, and blood from the hearts of mice was placed in heparin-coated tubes and treated with RBC lysis buffer. The following monoclonal antibodies were used for flow cytometric analysis at a dilution of 1/400: anti-CD45, anti-CD11b, anti-Ly6G, anti-Ly6C, anti-Ly6G/Ly6C (Gr-1) antibodies. For intracellular staining, after staining with antibodies against cell surface proteins, cells were washed three times with MACS buffer, fixed with eBioscience™ IC Fixation Buffer (Thermo Fisher Scientific), permeabilized with eBioscience™ Permeabilization Buffer, and then stained with an antibody against an intracellular marker. Cells not stained with FVD780 were categorized as live cells. Data were acquired with LSRFortessa (BD Biosciences, San Jose, CA, USA) and analyzed with FlowJo. The gating strategies of neutrophils (CD45^+^CD11b^+^Ly-6G^intra+^) are shown in Supplementary Figure S4.

### Single-cell RNA sequencing (scRNA-seq)

#### Cell isolation

Three-month-old WT and *App*^*NL-G-F*^ mice were subjected to acute enteritis, chronic enteritis, and food allergy treatments described above. The CD45-PE antibody was injected intravenously 3 min before perfusion to label the immune cells in the blood vessels. Mice were anesthetized by inhalation with isoflurane, and after PBS perfusion, the brain parenchyma was removed and homogenized in 2% FBS/RPMI solution containing glucose and HEPES [20]. After straining and centrifugation at 400×*g* for 5 min, the pellet was resuspended in 37% Percoll (Cytiva), cells were isolated by centrifugation with slow acceleration/deceleration 800×*g* for 20 min and resuspended with filtered 0.5% BSA/PBS. Staining was performed with anti-CD45.2 and anti-CD11b antibodies. Totalseq-Hashtag antibody (BioLegend) was incubated with each sample, and CD45.2^+^ cells were sorted by FACSMelody (BD Biosciences).

#### Library preparation and NGS

Libraries were prepared according to the protocol of the Chromuim Next GEM Single Cell 5' Reagent Kits v2 (Dual Index, 10x Genomics, Pleasanton, CA, USA) using a Chromium controller (10× Genomics). Briefly, GEMs were prepared by loading barcoded Single Cell VDJ 5' Gel Beads, master mix containing cells and RT enzymes, and Oil onto Chromium Next GEM Chip K. Barcoded cDNA was then generated from the GEM. This cDNA was amplified by PCR reaction to generate V(D) J, 5' Gene Expression and Feature Barcode libraries. Sequencing was then performed using Novaseq 6000 (Illumina, San Diego, CA, USA) at the Laboratory for Research Support of the Institute of Bioregulatory Medicine, Kyushu University.

#### Preprocessing

FASTQ files were generated from the NGS data by Cell Range (v6.1.2) (10× Genomics). Feature barcode matrices were created from the FASTQ data by Cell Ranger Multi (mouse genome; Genome Reference Consortium Mouse Build 38, mm10), and then converted to Seurat objects.

#### Data analysis

Analysis was performed using Seurat (v4.0.0) in r (v.4.1.3)  (R Foundation for Statistical Computing, Vienna, Austria). Seurat objects for each dataset were created with the CreateSeuratObject function (min.cells = 3, min.genes = 200). Cells with more than 5% of mitochondrial genes and cells with nFeature_RNA less than 200 were filtered out. Expression data were normalized with the normalizeData function (scale.factor = 10,000) and scaled with the ScaleData function. Highly variable genes in each dataset were identified using the FindVariableFeatures function. Principal component analysis (PCA) was performed on the identified highly variable genes using the RunPCA function. Enrichment of each PC was calculated using the JackStraw and ElbowPlot functions, and enriched PCs were selected for clustering and dimensionality reduction analysis. Clustering was performed using the FindClusters function (resolution = 0.5) and dimensionality reduction was performed using the RunUMAP function. Uniform manifold approximation and projection (UMAP) was used for dimensionality reduction and visualization. Statistically significant marker genes for each cluster were identified using the FindAllMarkers function (only.pos = TRUE, min.pct = 0.25, logfc.threshold = 0.25). Each identified cluster was then manually annotated with marker genes that have been previously reported as marker genes for defining cell subsets [21, 22]. Trajectory analysis of Seurat objects was performed using Monocle3 [23] package (v1.2.7) in R. Gene ontology (GO) analysis was performed using Metascape (v3.5) [24].

### Antibody and inhibitor treatment

This protocol was based on that from a previously reported study [25]. Three-month-old *App*^*NL-G-F*^ mice were treated with 2% DSS for 7 days and anti-Ly6G antibody and anti-rat kappa light chain antibody or isotype control were administered starting on day 3 of DSS treatment. Anti-Ly6G antibody (1 mg/kg) and anti-rat kappa immunoglobulin light chain (anti-rat κIgL antibody) (1 mg/kg), or rat IgG2a isotype control (2 mg/kg) were injected intraperitoneally. These antibodies were administered daily (anti-Ly6G and IgG2a isotype control) or every other day (anti-rat κIgL) over a 4-day period. For inhibitor treatment, DNase I (8 mg/kg), MMP-9 inhibitor II (10 mg/kg), and NAC (100 mg/kg) were administered intraperitoneally daily for 4 days starting on day 3 of DSS treatment.

### Statistics analyses

Data are expressed as mean ± s.e.m. Statistical significance was determined by one-way analysis of variance (ANOVA) followed by post hoc Tukey’s multiple-comparisons tests to analyze differences among three or more groups, and by unpaired Student’s *t* test or Mann-Whitney *U* test to analyze differences between two groups. *P* < 0.05 was considered to represent a significant difference (*P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001; ns not significant). Statistical analysis was performed using Prism 9.0 (GraphPad Software)

## Results

### Colon inflammation is induced by DSS and changes Aβ accumulation in the brains of App^NL-G-F^ mice

To investigate the effects of intestinal inflammation on the pathogenesis of AD, we established acute and chronic models of intestinal inflammation induced by DSS administration and food allergy to ovalbumin (OVA) in 3-month-old *App*^*NL-G-F*^ and WT mice (Fig. 1A). Both WT and *App*^*NL-G-F*^ mice showed similar levels of weight loss after DSS treatment (Fig. 1B, Supplementary Figure S1A). As colitis is known to shorten the colon length, the large intestines were harvested from the mice, and their lengths were measured. Acute and chronic DSS colitis showed obvious shortening of the colon. (Fig. 1C, D). Histological staining of the colon showed severe inflammation and loss of crypts in both *App*^*NL-G-F*^ and WT mice in the acute colitis model and colon wall thickening and inflammation in the chronic colitis model (Supplementary Figure S1B, C). In addition, to assess IBD-like enteritis [26], IL-6 in the serum was measured by ELISA and was highly detected in the acute and chronic enteritis models but not in the control group or food allergy model (Supplementary Figure S1D).

**Fig. 1:**
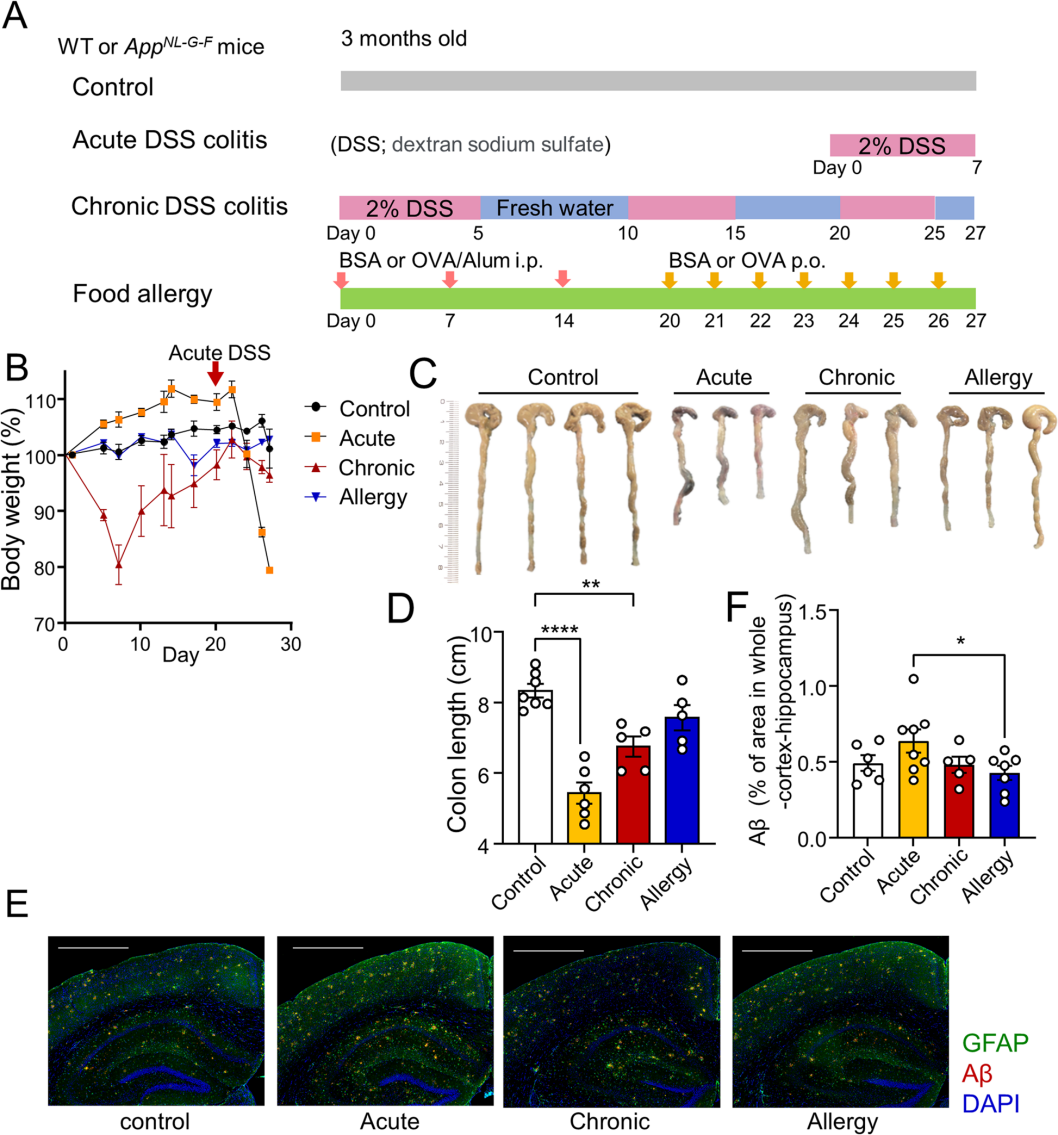
Changes of Aβ accumulation in the brains of *App*^*NL-G-F*^ mice with induced colon inflammation. **A** Schematic diagram of inducing acute DSS colitis, chronic DSS colitis, and food allergies. **B** Body weight of colitis-induced *App*^*NL-G-F* F^ mice. In acute colitis model, DSS treatment was started on day 20, indicated by the red arrow. **C**, D Images (**C**) and length (**D**) of colons from *App*^*NL-G-F*^ mice on day 27. **E**, **F** Immunohistochemical staining of glial cell activation and Aβ plaques. Representative images of Aβ, GFAP, and Iba1. Scale bar = 100 μm (**E**). The number of Aβ plaques per mm^2^ in cortex (**F**). Data points are individual mice from one representative experiment. *P* values were determined by one-way ANOVA (**D**, **F**). Data are shown as the mean ± s.e.m

To examine brain changes during acute colitis, chronic colitis, and food allergy, immunostaining for Aβ in the brain parenchyma of *App*^*NL-G-F*^ mice was performed. Compared to the control group, the number of Aβ plaques in the cortex was slightly higher in the acute colitis model, lower in the food allergy model, and comparable to that in the chronic colitis model (Fig. 1E, F). These data indicate that a systemic immune response to acute colitis can enhance Aβ accumulation in the brain.

### Neutrophils are increased in the brain of acute colitis-induced App^NL-G-F^ mice

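CD45.2-positive cells sorted from the brains of perfused WT and *App* NL-G-F mice were profiled with the 10x Genomics 5′ kit, in which a barcode marks each droplet and a unique molecular identifier (UMI) marks each captured transcript. The data hold 8 libraries, 1 for each genotype in the control, acute colitis, chronic colitis and food allergy groups, so no condition was repeated as a library. Acute colitis was induced with 2% DSS for 7 days, chronic colitis with 3 cycles of 2% DSS for 5 days, and food allergy with 3 sensitizations and 7 days of oral OVA. The paper gives 4 mice for WT control and for *App* NL-G-F control, acute colitis and food allergy, and 2 mice for *App* NL-G-F chronic colitis. It gives an age of 3 months, and the sample labels give 16 weeks. The files hold UMI counts made with Cell Ranger on the mm10 genome, without normalization, for the annotated genes and 4 hashtags. They list every barcode, from 685270 to 714379 per library, empty droplets included. Over all barcodes, the libraries held 33297765 UMIs in WT control, 26988646 in WT acute colitis, 40856951 in WT chronic colitis and 34399851 in WT food allergy. The *App* NL-G-F libraries held 40114948 UMIs in control, 56307389 in acute colitis, 38405542 in chronic colitis and 43528299 in food allergy. Cells were called from these counts with an order-of-magnitude cutoff, followed by a test of each barcode with at least 500 UMIs against the ambient profile (false discovery rate 0.01). The paper's filters of at least 200 genes and at most 5% mitochondrial UMIs were then applied. They kept 6994, 4874, 5632 and 5431 cells of the WT control, acute colitis, chronic colitis and food allergy libraries, and 6995, 7200, 6098 and 6849 cells of the *App* NL-G-F libraries in the same order. The median depth was lowest in WT control, at 2779.5 UMIs per cell, and highest in WT chronic colitis, at 4130.0. Cells of the 8 libraries were normalized to 10000 UMIs and clustered together at the paper's resolution of 0.5, with the genes named in the text left out of the variable genes. No doublets were removed. Shares of cells are given with exact (Clopper-Pearson) 95% binomial confidence intervals, and sums of UMIs with exact Poisson intervals. These intervals cover counting error only, and no p-value was computed from cells.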

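Hashtag antibodies mark the cells of each sample before the samples are pooled. The counts of the 4 hashtags assigned cells to 30 hashtag groups, which held from 30 to 3657 cells. Cells with several hashtags or none were counted in their library but not in a group. The paper's text does not name the hashtag of each mouse. *App* NL-G-F acute colitis had 3 hashtags and *App* NL-G-F chronic colitis had 4, unlike the stated numbers of mice, so the groups are not called mice here. In T cells, 10 immediate-early genes (*Fos*, *Fosb*, *Jun*, *Junb*, *Egr1*, *Ier2*, *Nr4a1*, *Dusp1*, *Zfp36* and *Btg2*), which stressed cells induce quickly, separated the groups. Their summed UMIs came to between 618.9 and 1710.5 CPM (counts scaled to the same total of UMIs) in 14 groups and to between 3326 and 6336 CPM in the other 16. Every library had groups on both sides of this gap, which are called the low and the high immediate-early set. The gene list and the division were chosen after the data had been seen. Of the cells other than neutrophils, the low set of the *App* NL-G-F libraries had 0 fibroblasts in 10689 cells, which allows a share of up to 0.028% (3 counts), and the high set had 54 in 10851 cells. Values within each set are therefore given beside those of the whole libraries.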

To gain insight into the changes in immune cells in the brain induced by colitis, we induced colitis in WT and *App*^*NL-G-F*^ mice and performed a scRNA-seq analysis of CD45^+^ cells in the brain. Uniform manifold approximation and projection (UMAP) revealed the presence and heterogeneity of various immune cells (Fig. 2A). 

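The 50073 cells fell into 33 clusters. Lists of marker genes for 30 cell types, fixed before the data were examined, named 28 of the clusters and gave 22 cell types. A cluster took a name only where at least 3 markers of the type were each detected in at least 10% of its cells and a marker was among its 10 leading genes. Each name stands for cells like the type (neutrophil-like cells, for example) and is written without that word. The lymphoid types were B cells (7110 cells), CD4 T cells (4566), ILC2 (4404), developing B cells (4171), CD8 T cells (3934), NK cells (3019), gamma-delta T cells (1786) and plasma cells (1380). The myeloid types were neutrophils (5662 cells), neutrophil precursors (2420), macrophages (2201), dendritic cells with leading markers of both the plasmacytoid and the conventional type 2 kind (2071), conventional type 1 dendritic cells (1709), monocytes (1560), basophils (440), mast cells (308), migratory dendritic cells (187) and microglia (76). Hematopoietic progenitors (908 cells), cycling cells (765), erythroid cells (384) and fibroblasts (359) were also named. The 5 unnamed clusters held 653 cells. In these, either more than 50% of the cells carried several hashtags, a limit set after the data had been seen, or no marker was among the leading genes. They took from 0.755% of the cells in WT food allergy to 1.64% in *App* NL-G-F chronic colitis.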

A plot of the marker gene characteristics of each cluster is shown in Fig. 2B. 

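In the control libraries, neutrophils were 3.68% of the cells of WT mice (95% CI 3.25 to 4.14, 257 cells) and 5.98% of those of *App* NL-G-F mice (5.43 to 6.56, 418 cells). The difference of 2.30 percentage points (1.58 to 3.02, combined from both intervals by Newcombe's method) exceeded counting error. T cells were 23.7% (22.8 to 24.8) in WT and 26.7% (25.7 to 27.8) in *App* NL-G-F mice. Macrophages were 3.49% (3.07 to 3.95) in WT and 3.19% (2.79 to 3.63) in *App* NL-G-F mice, which was not a detectable difference at this depth. Monocytes were 5.16% (4.66 to 5.71) in WT and 3.75% (3.31 to 4.22) in *App* NL-G-F mice. Between hashtag groups, the neutrophil share was 3.11 ± 3.59% (SD, n = 4) in WT and 5.70 ± 2.13% (SD, n = 4) in *App* NL-G-F mice (two-sided exact permutation test, p = 0.229, adjusted p = 0.914 over 7 tests). The same permutation test gave p = 0.886 for macrophages, 0.8286 for monocytes and 0.914 for T cells, so none of these differences exceeded the spread between groups. As means over groups, T cells were 28.9% in WT and 28.1% in *App* NL-G-F mice. Macrophages were 2.29% and 2.53%. Both differences were opposite in direction to those of the libraries, while monocytes kept theirs, at 4.68% and 3.67%. Within the low set, WT control had 0 neutrophils in groups of 866 and 2068 cells, which allow shares of up to 0.346% and 0.145%, and *App* NL-G-F control had 4.90%. Within the high set, the difference between the genotypes was 0.341 points. Among the alternatives set before the data were examined, keeping only cells with UMIs of Y-linked genes moved the difference most, to 1.27 points. All hashtag groups were male by *Xist*, so this filter removes no females and only keeps cells in which such a UMI was captured. The other such alternatives gave 2.02 to 2.69 points.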

Compared to WT mice, *App*^*NL-G-F*^ mice showed a trend toward an increase in infiltrating immune cells, especially neutrophils, macrophages, monocytes, and T cells (Fig. 2C). These were roughly classified into four major subsets: T cells, B cells, myeloid cells, and ILC2 (Fig. 2D). 

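Of all cells of the *App* NL-G-F libraries, B cells, with developing B cells and plasma cells, were 26.0% (95% CI 25.0 to 27.0) in control, 23.7% (22.7 to 24.7) in acute colitis, 27.7% (26.6 to 28.9) in chronic colitis and 21.0% (20.1 to 22.0) in food allergy. ILC2 were 9.22% (8.55 to 9.92), 4.85% (4.36 to 5.37), 7.51% (6.86 to 8.20) and 7.07% (6.47 to 7.70) in the same order. NK cells, which are in none of the 4 subsets, ranged from 4.95% in chronic colitis to 8.57% in food allergy. Other and unnamed types ranged from 5.35% in control to 9.21% in acute colitis. Shares are of all cells called unless stated otherwise.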

A comparison of the percentages of these subsets by treatment group showed an increased percentage of myeloid lineage cells in the acute colitis model (Fig. 2D). Conversely, the percentage of T cells in the brain was increased in the chronic colitis and food allergy model mice compared to that in control mice (Fig. 2D, E). 

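Myeloid cells were 26.1% of the cells of *App* NL-G-F control mice (95% CI 25.0 to 27.1, 1823 cells) and 41.7% in acute colitis (40.6 to 42.9, 3003 cells), a difference of 15.6 percentage points (14.1 to 17.2). They were 28.7% (27.6 to 29.9) in chronic colitis and 30.0% (28.9 to 31.1) in food allergy. With the 4 subsets alone as the denominator, the shares were 48.9% in acute colitis and 29.6% in control. In the WT libraries, myeloid cells were 22.1% in control, 29.5% in acute colitis, 37.9% in chronic colitis and 53.1% in food allergy. Between hashtag groups of *App* NL-G-F mice, the share was 24.4 ± 10.6% (SD, n = 4) in control and 35.7 ± 12.0% (SD, n = 3) in acute colitis, a difference within the spread (two-sided exact permutation test, p = 0.343). With 3 groups against 4, the smallest p is 0.0571, so this design cannot reach 0.05. Adjusted over the 5 tests of *App* NL-G-F acute colitis against control, p was 0.857 for each. The low set of acute colitis is a single hashtag group, number 7. Within the low set, the share in acute colitis was 32.8 points above control, and within the high set the difference was −3.54 points. Without hashtag 7 of acute colitis it was 7.72 points. The 3543 cells left there include 744 with several hashtags and 157 with none, which may come from the sample of hashtag 7. The cells left were 33.8% myeloid, against 28.8% in the other hashtag groups of acute colitis, the high set. Counting developing B cells and cycling cells as myeloid moved the difference most among the alternatives set in advance, to 6.64 points.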

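T cells were 25.4% of the cells in chronic colitis (95% CI 24.3 to 26.5, 1549 cells) and 27.9% in food allergy (26.8 to 29.0, 1911 cells) in *App* NL-G-F mice. Against the control library, these were differences of −1.33 percentage points (−2.85 to 0.187) and 1.17 points (−0.326 to 2.66), so no difference was detectable at this depth with all cells as the denominator. With the 4 subsets as the denominator, the differences were −1.96 points (−3.63 to −0.282) and 2.06 points (0.387 to 3.73), both beyond counting error. In acute colitis, T cells were 15.0% (14.1 to 15.8). Between hashtag groups, the share was 28.1 ± 15.0% (SD, n = 4) in control, 30.4 ± 22.2% (SD, n = 4) in chronic colitis and 30.0 ± 8.04% (SD, n = 4) in food allergy. Two-sided exact permutation tests against control gave p = 0.914 for chronic colitis and 0.857 for food allergy. In acute colitis the share was 16.4 ± 1.31% (SD, n = 3), with p = 0.229 in the same permutation test. Within the low set, T cells were 17.5 points above control in chronic colitis and 3.21 points above it in food allergy. Within the high set, the differences were −13.6 and −0.616 points. The direction in chronic colitis changed with the mean over hashtag groups (2.22 points) and with cells in which a Y-linked UMI was captured (1.47 points), a filter that does not test sex in these male groups. In food allergy it changed with the order-of-magnitude cutoff alone (−4.35 points) and with every barcode that passed the paper's filters (−0.265 points).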

A more detailed analysis of myeloid cells revealed an increased proportion of neutrophils in the acute colitis model (Fig. 2E, F). Furthermore, immunostaining of the cortex confirmed an increased number of neutrophils in the brains of the acute colitis (Fig. 2G, H). 

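Among myeloid cells of *App* NL-G-F mice, neutrophils were 22.9% in control (95% CI 21.0 to 24.9) and 47.3% in acute colitis (45.5 to 49.1), a difference of 24.3 percentage points (21.6 to 27.0). They were 31.1% (28.9 to 33.3) in chronic colitis and 40.9% (38.8 to 43.1) in food allergy. The corresponding WT shares were 16.6% in control, 15.4% in acute colitis, 34.3% in chronic colitis and 42.6% in food allergy. Between hashtag groups, the share was 24.4 ± 5.33% (SD, n = 4) in *App* NL-G-F control and 30.4 ± 31.2% (SD, n = 3) in *App* NL-G-F acute colitis (two-sided exact permutation test, p = 0.857, with a smallest possible p of 0.0571). The acute colitis groups ranged from 9.95% to 66.3%, and the control groups from 18.8% to 30.9%. Without the group at 66.3%, hashtag 7, the difference between the libraries was −4.47 points. Of the 221 neutrophils left in acute colitis, 93 were in its other hashtag groups, and the rest carried several hashtags or none. Within the low set the difference was 36.8 points, and within the high set it was −8.08 points. With the mean over hashtag groups in place of the library, the difference was 6.01 points.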

Neutrophils accumulated only in areas of Aβ distribution, such as the cerebral cortex and hippocampus, but not in the cerebellum (data not shown). These data suggest that various immune cells are present in the brain, and that neutrophils are increased in the brain during acute colitis.

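As a share of all cells in *App* NL-G-F mice, neutrophils were 19.7% in acute colitis (95% CI 18.8 to 20.6), 8.92% in chronic colitis (8.22 to 9.66) and 12.3% in food allergy (11.5 to 13.1). In WT mice they were 4.56% in acute colitis (3.99 to 5.18), 13.0% in chronic colitis (12.1 to 13.9) and 22.6% in food allergy (21.5 to 23.7). In *App* NL-G-F acute colitis, hashtag 7 held 1198 neutrophils in 3657 cells, a share of 32.8% (31.2 to 34.3). The other groups of that library, both of the high set, held 4.04% (3.03 to 5.26) and 3.03% (2.18 to 4.08). The groups of *App* NL-G-F control ranged from 2.67% to 7.33%. The mean over groups was 13.3 ± 16.9% (SD, n = 3) in acute colitis, which did not exceed control beyond this spread (two-sided exact permutation test, p = 0.743, where 0.0571 is the smallest p possible). The difference between the means of acute colitis and control was 27.9 percentage points in the low set, with 1 group against 2, and −3.01 points in the high set, with 2 groups against 2. From the scRNA-seq shares and the immunostaining of the cortex, the paper proposes that neutrophils are increased in the brain during acute colitis.

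**Figure D1:**
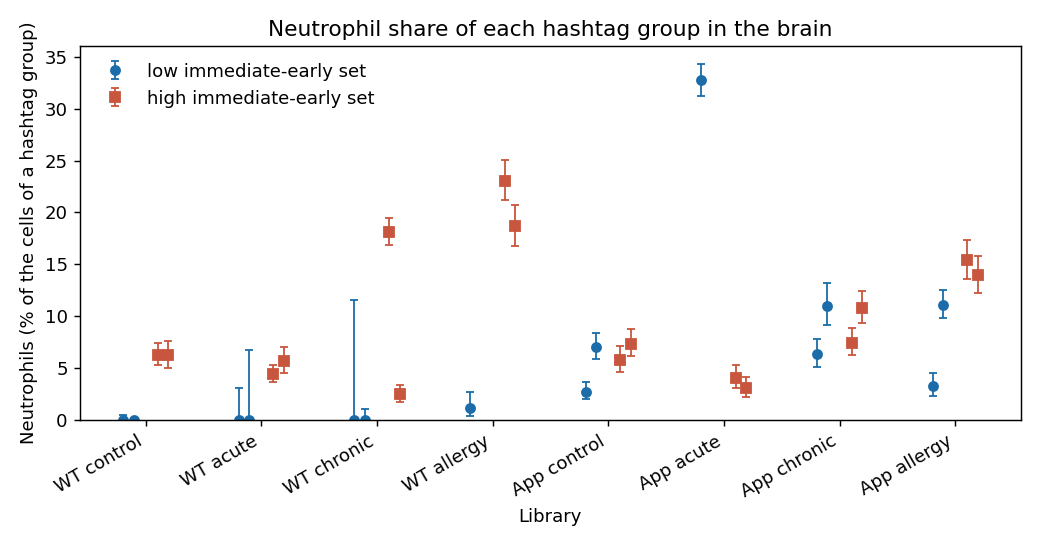
Neutrophils as a percentage of the cells of each hashtag group (vertical axis) in the 8 libraries (horizontal axis), with circles for the low and squares for the high immediate-early set and bars for exact 95% binomial intervals. In App acute, 1 group lies at 32.8% and the others at 4.04% and 3.03%.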

**Fig. 2:**
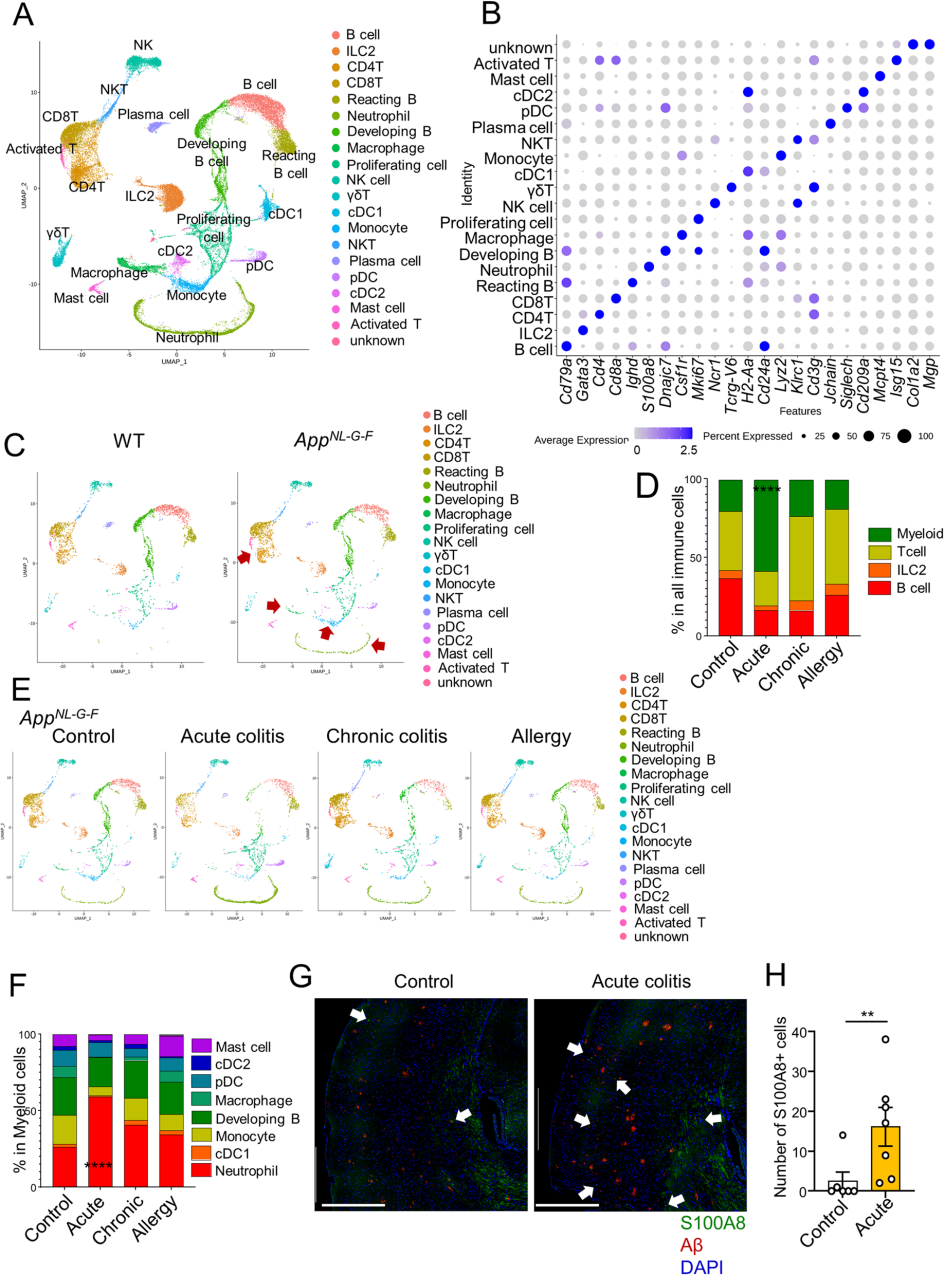
ScRNA-seq analysis of immune cells in the brain and increased neutrophils with acute colitis. **A** Uniform manifold approximation and projection (UMAP) visualization of scRNA-seq data of all samples. The immune cells in the brain were isolated by cell sorter and scRNA-seq analysis was performed. **B** Dot plots for selected differential expressed genes (DEG) and cell-type specific markers for the indicated clusters. **C** UMAP of control WT and *App*^*NL-G-F*^ mice. (WT, *n* = 4; *App*^*NL-G-F*^, *n* = 4) **D** Bar plot of percentage of myeloid cells, T cells, ILCs, B cells, in all immune cells in the brain. *P* value (control myeloid vs acute myeloid) was determined by Chi-square test. **E** UMAP of *App*^*NL-G-F*^ mice under different treatments. **F** Bar plot of indicated cells as percentage of myeloid cells in the brain. *P* value (control neutrophil vs acute neutrophil) was determined by Chi-square test. (D-F; *App*^*NL-G-F*^ Control, *n*= 4; Acute colitis, *n* = 4; Chronic colitis, *n* = 2; Allergy; *n* = 4). **G** Immunohistochemical staining of S100a8 (neutrophils) and Aβ plaque. Scale bar = 500 μm. White arrows indicated neutrophils. **H** The number of S100A8^+^ cells in the cerebral section. Data from single experiment (A-F). Representative images of three independent experiments (G, H). *P* values were determined by chi-square test (G), or two-tailed Mann-Whitney *U*-test (H). Data are shown as the mean ± s.e.m

### Immature neutrophils are increased in App^NL-G-F^ mice with acute colitis

Only neutrophil clusters were extracted from the scRNA-seq of immune cells in the brain for sub-clustering analysis. Data from scRNA-seq of neutrophils in the brain revealed three sub-clusters of neutrophils (Fig. 3A) and their sequential developmental trajectories (Fig. 3B). 

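The 5662 neutrophils of the 8 libraries were clustered again, with *Mki67*, *Ly6g*, *Il1b*, *Ccl6*, *Ifitm1*, *S100a8* and *Mmp9* left out of the variable genes. A resolution of 0.02 gave 3 sub-clusters of 2549, 2032 and 1081 cells. Resolutions of 0.2 and 0.5 gave 7 and 13. The sub-cluster of 2549 cells, led by *Cxcl2* and *Il1b* and by the immediate-early genes *Fosl1*, *Nr4a1* and *Fos*, held 80.5% of the neutrophils of the high immediate-early set and 1.69% of those of the low set. The sub-cluster of 2032 cells, led by *Asprv1* and *Lipg*, held 95.4% of the neutrophils of the low set and 8.58% of those of the high set. In the sub-cluster of 1081 cells, led by *Cd74* and *H2-Aa*, 50.1% of the cells carried several hashtags. It is called the mixed sub-cluster, the first the *Il1b*-rich and the other the *Asprv1*-rich sub-cluster. Clustering the 4615 neutrophils with 1 hashtag, a setting chosen after this result, gave an *Asprv1*-rich sub-cluster of 1997 cells, an *Il1b*-rich sub-cluster of 1984 cells and a cycling sub-cluster of 634 cells. The leading genes of the cycling sub-cluster included *Cd74* and *H2-Aa*, as in the mixed sub-cluster, so it may not hold cycling neutrophils alone.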

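*Mki67* (ENSMUSG00000031004, chromosome 7 of GRCm38, 135689784 to 135716361), which encodes the proliferation marker Ki-67, reached 143 CPM in the *Il1b*-rich sub-cluster (95% CI 138 to 149). It reached 7.09 CPM in the *Asprv1*-rich (5.93 to 8.40) and 106 CPM in the mixed sub-cluster (100.0 to 113). *Ly6g* (ENSMUSG00000022582, chromosome 15, 75155240 to 75159126), which encodes the neutrophil surface antigen, was at 987 (974 to 1001), 864 (851 to 878) and 623 CPM (607 to 639) in the same order. Among neutrophils with 1 hashtag, the cycling sub-cluster had 362 CPM of *Mki67* (348 to 377) and 454 CPM of *Ly6g* (438 to 470). Its neighbours had 6.68 and 10.0 CPM of *Mki67*, and 865 and 1179 CPM of *Ly6g*. Cells with several hashtags were 7.06% of the *Il1b*-rich and 1.38% of the *Asprv1*-rich sub-cluster. Within hashtag 6 of WT chronic colitis, these sub-clusters had 262 and 17.2 CPM of *Mki67*, and 837 and 1292 CPM of *Ly6g*. Within hashtag 7 of *App* NL-G-F acute colitis, they had 381 and 5.85 CPM of *Mki67*, and 365 and 751 CPM of *Ly6g*. In both groups, the sub-cluster with more *Mki67* thus had less *Ly6g*.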

Neutrophils in cluster 2 expressed markers of cell cycle and immature neutrophils and showed high expression of *Mki67* and low expression of *Ly6g*. As indicated by the trajectory analysis, it was predicted that neutrophil differentiation would start from cluster 2 and differentiate into cluster 0, which is similar to the neutrophils in the bone marrow [27]. These neutrophils transitioned to express cluster 1 genes associated with mature neutrophils, such as *Il1b*, *Ccl*6, and *Ifitm1* (Fig. 3C, D). 

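Pseudotime was not computed here. The links between sub-clusters were measured as a connectivity, the summed weight of shared nearest neighbours between a pair of clusters divided by the weight expected at random from their total weights, which has no direction. It was 0.0146 between the *Il1b*-rich and *Asprv1*-rich sub-clusters, 0.0140 between the *Il1b*-rich and mixed sub-clusters and 0.0060 between the *Asprv1*-rich and mixed sub-clusters. Among neutrophils with 1 hashtag, the cycling sub-cluster was linked to the *Il1b*-rich at 0.0128 and to the *Asprv1*-rich sub-cluster at 0.0077. The *Il1b*-rich and *Asprv1*-rich sub-clusters of these cells were linked at 0.0134. With the cell-cycle genes also left out of the variable genes, the order of the cycling links reversed, to 0.0140 and 0.0173. These values give no starting point, and no error was computed for them.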

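*Il1b* (ENSMUSG00000027398, chromosome 2, 129364570 to 129371139) was at 1882 CPM in the *Il1b*-rich sub-cluster (95% CI 1863 to 1901), 19.5 CPM in the *Asprv1*-rich (17.5 to 21.6) and 1014 CPM in the mixed sub-cluster (994 to 1035). *Ccl6* (ENSMUSG00000018927, chromosome 11, 83587882 to 83593087) was at 376 (367 to 384), 149 (143 to 154) and 269 CPM (259 to 280) in the same order. *Ifitm1* (ENSMUSG00000025491, chromosome 7, 140967221 to 140969825) was at 1396 (1380 to 1413), 1386 (1369 to 1403) and 907 CPM (887 to 926), with overlapping intervals in the first pair. Among neutrophils with 1 hashtag, all of these genes were highest in the *Il1b*-rich sub-cluster, at 2517 CPM for *Il1b*, 517 CPM for *Ccl6* and 1876 CPM for *Ifitm1*. The sub-clusters take most of their cells from different immediate-early sets, and the *Asprv1*-rich sub-cluster held 3 of the 202 high-set neutrophils of *App* NL-G-F control. Only hashtag 6 of WT chronic colitis (high set) and hashtag 7 of *App* NL-G-F acute colitis (low set) had at least 20 cells in each of these sub-clusters. In the former, *Il1b* was at 1606 CPM (1553 to 1660) in the *Il1b*-rich and 106 CPM (87.3 to 128) in the *Asprv1*-rich sub-cluster. There, *Ccl6* was at 433 and 175 CPM and *Ifitm1* at 752 and 204 CPM. In the latter, the 25 cells of the *Il1b*-rich sub-cluster had 0 UMIs of *Il1b*, and *Mki67* was at 381 CPM (332 to 436). There, *Ccl6* and *Ifitm1* were lower than in the *Asprv1*-rich sub-cluster, at 5.42 against 69.8 CPM and 155 against 1619 CPM.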

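Gene ontology terms were not tested here. In their place, the 97 cell-cycle genes listed in Seurat were also left out of the variable genes, the neutrophils were clustered anew with 2551, 2025 and 1086 cells in the corresponding sub-clusters, and the CPM of each gene was set against that in the other neutrophils. In the *Il1b*-rich sub-cluster, the median log2 ratio was 0.56, above all of 10000 random lists of genes matched for expression. The mixed sub-cluster had a median of 0.29, at percentile 15.2 of its random lists. The *Asprv1*-rich sub-cluster had a median of −1.06, below all of them. Among neutrophils with 1 hashtag, the median was 2.03 in the cycling sub-cluster, above all random lists, and −0.82 in the *Il1b*-rich sub-cluster. On average, a cycling marker was detected in 46.6% of the cells of the cycling sub-cluster. The comparison is across genes, which are not independent replicates.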

Gene ontology (GO) analysis of differential expressed genes (DEGs) neutrophils belonging to cluster 2 showed that genes involved in cell division (GO:0051301), mitotic spindle organization (GO:0007051), chromosome condensation (GO:0030261), and cytoplasmic division (GO:0000910) (Fig. 3E). 

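The *Il1b*-rich sub-cluster held 49.0% of the neutrophils of *App* NL-G-F control (95% CI 44.2 to 53.9), 8.60% in acute colitis (7.19 to 10.2), 52.4% in chronic colitis (48.1 to 56.7) and 54.2% in food allergy (50.7 to 57.6). The *Asprv1*-rich sub-cluster held 38.8% (34.1 to 43.6), 82.9% (80.8 to 84.8), 34.4% (30.4 to 38.5) and 31.9% (28.8 to 35.2) in the same order. Hashtag 7 of acute colitis gave 1198 of the 1419 neutrophils of its library. Within the low set, the *Asprv1*-rich sub-cluster held 157 of 162 neutrophils (96.9%) in control, 95.6% (94.3 to 96.7) in acute colitis, 93.3% (88.8 to 96.4) in chronic colitis and 96.7% (93.8 to 98.5) in food allergy. Within the high set, the *Il1b*-rich sub-cluster held 94.1% (89.9 to 96.9), 95.7% (89.4 to 98.8), 93.4% (89.9 to 96.0) and 94.7% (92.2 to 96.6). The difference between the libraries of acute colitis and control was thus not seen within either set.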

We had found that the number of neutrophils was increased in acute colitis; however, there were no remarkable differences in the rate of neutrophils between treatments in clusters 0 or 1 (Fig. 3F). In contrast, the percentage of cluster 2 (*Mki67*^+^ neutrophils) was found to be increased in both the acute and chronic colitis models (Fig. 3G).

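The cells that carried at least 1 *Mki67* UMI were 13.4% of the neutrophils of *App* NL-G-F control (95% CI 10.3 to 17.0, 56 cells), 8.81% in acute colitis (7.39 to 10.4, 125 cells), 9.93% in chronic colitis (7.55 to 12.8, 54 cells) and 11.0% in food allergy (9.01 to 13.4, 93 cells). Their median depths were 6064.5, 12589, 4315 and 4893.5 UMIs. In B cells, taken as a measure of background, the shares were 1.51%, 0.744%, 2.06% and 0.699% at median depths of 2049 to 2513.5 UMIs. Whether free RNA or cycling B cells gave these UMIs was not tested. Against control, acute colitis differed by −4.59 percentage points (−8.50 to −1.09) and chronic colitis by −3.47 points (−7.83 to 0.736), the latter within counting error. With each cell thinned to 1000 UMIs, which left out 17, 26, 45 and 31 cells, the shares were 4.24%, 1.36%, 3.01% and 3.58%. As a sum over neutrophils, *Mki67* was at 116 CPM (105 to 128) in control, 23.6 (21.4 to 25.9) in acute colitis, 77.9 (68.0 to 88.9) in chronic colitis and 96.0 (88.1 to 104) in food allergy. Between hashtag groups, the share was 10.9 ± 10.7% (SD, n = 4) in control, 9.16 ± 0.92% (SD, n = 3) in acute colitis and 7.24 ± 5.23% (SD, n = 4) in chronic colitis. Neither exceeded the spread (two-sided exact permutation tests, p = 0.8 and p = 0.571). Within the low set, the shares were 3.09% in control (1.01 to 7.05), 8.10% in acute colitis (6.62 to 9.79) and 3.11% in chronic colitis (1.15 to 6.64). The median depths there were 2587, 12797.5 and 6206 UMIs, and thinned to 1000 UMIs the shares were 0.667% (1 of 150 cells), 1.01% (12 of 1193) and 1.06% (2 of 188), which do not differ beyond counting error. Other low-set shares were higher in both colitis models than in control, with overlapping intervals. With at least 2 UMIs, not thinned, they were 0.617% (0.016 to 3.39), 3.255% (2.325 to 4.42) and 2.59% (0.846 to 5.94). The cycling sub-cluster with 1 hashtag held 2.47% (0.677 to 6.20), 4.42% (3.33 to 5.75) and 6.22% (3.25 to 10.6). That at a resolution of 0.2 held 0.617%, 2.09% and 1.55%. Within the high set, the shares with at least 1 UMI were 20.3% (15.0 to 26.5), 9.68% (4.52 to 17.6) and 10.8% (7.46 to 15.0), at median depths of 11039.5, 2860.0 and 2538 UMIs. Thinned, these were 6.09% (3.19 to 10.4), 2.67% (0.325 to 9.30) and 4.84% (2.53 to 8.30). The direction in acute colitis also changed with a marker gate on single cells, to 2.29 points. In chronic colitis it changed with cells in which a Y-linked UMI was captured, to 0.788 points, although this does not test sex in these male groups. Counted as the share in the sub-cluster of 3 with the highest CPM of cycling markers, acute colitis differed most, by −40.4 points, and chronic colitis by 3.35 points. That is the *Il1b*-rich sub-cluster, whose difference in acute colitis was not seen within either set. Cycling markers were detected in 14.4% of its cells on average. With settings chosen later, the cycling sub-cluster with 1 hashtag held 10.7% in control, 4.88% in acute and 10.2% in chronic colitis. For that at a resolution of 0.2, the differences were −6.005 and −3.465 points. From Fig. 3G, the paper states that *Mki67*-positive neutrophils increased in both colitis models.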

**Fig. 3:**
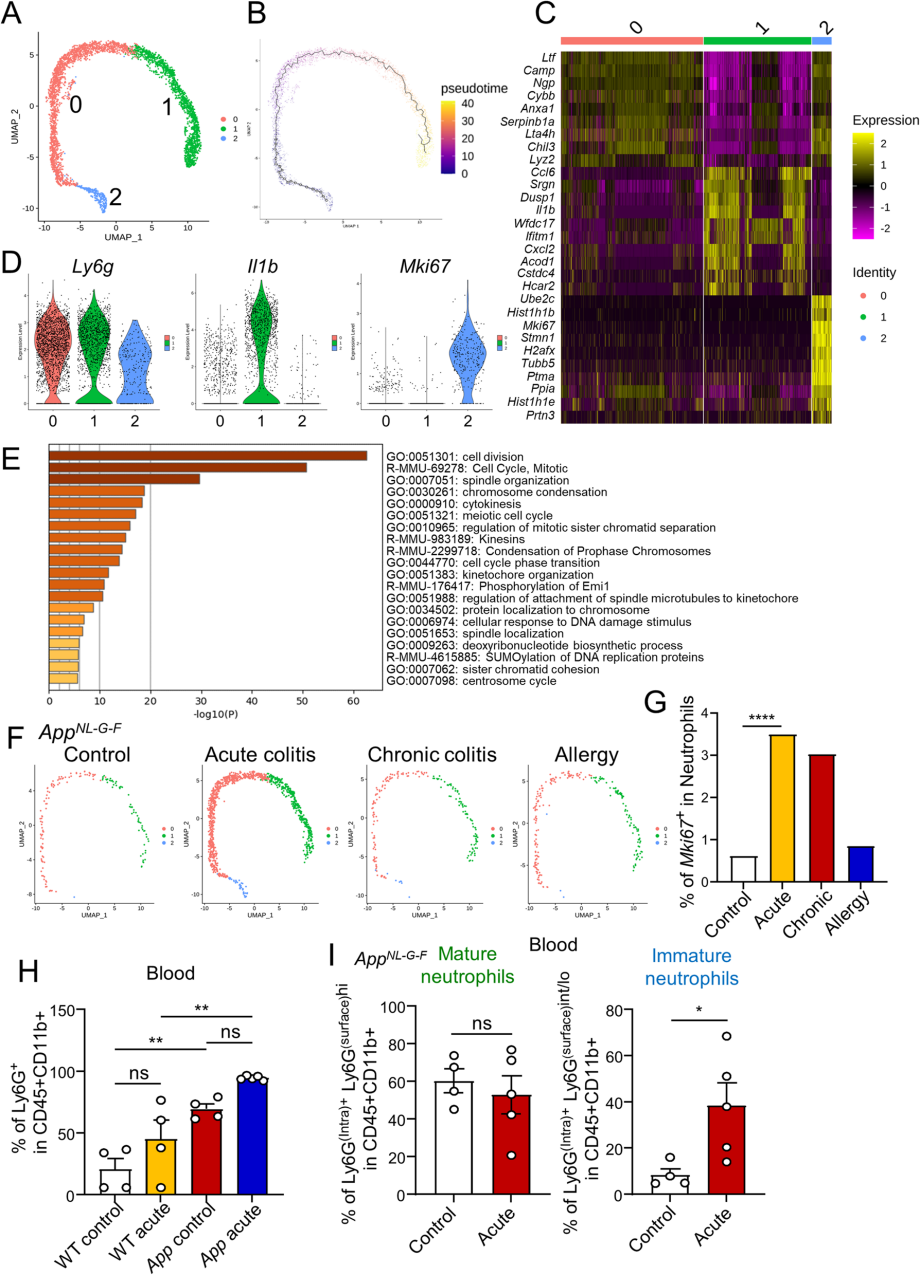
Increase in immature neutrophils in *App*^*NL-G-F*^ mice with acute colitis. **A** UMAP visualization of scRNA-seq data of neutrophils. **B** Developmental trajectory displayed on UMAP and colored by slingshot pseudotime. **C** Gene expression heatmap of the top 10 signature genes per cluster. **D** Violin plot of the expression levels of *Ly6G*, *Il1b*, and *Mki67* in the different cell clusters. **E** Gene Ontology (GO) analysis of DEGs of neutrophils in cluster2. **F** UMAP of neutrophils from *App*^*NL-G-F*^ mice under different treatments. **G** The percentage of *Mki67*^+^ cells in neutrophils in cluster 2. **H, I** Flow cytometric analysis of cells in the blood from WT or *App*^*NL-G-F*^ mice. The percentage of neutrophils in CD11b+ cells (**H**), and the percentage of neutrophils with high or intermediate/low expression of surface Ly6G (**I**). Data points are individual mice from one representative experiments. *P* values were determined by chi-square test (**G**), one-way ANOVA (**H**), or two-tailed Mann-Whitney *U* test (**I**). Data are shown as the mean ± s.e.m

Flow cytometric analysis of blood neutrophils was performed in 3-month-old WT and *App*^*NL-G-F*^ mice treated with 2% DSS for 1 week to examine systemic neutrophil changes during colitis induction. The number of neutrophils in CD45^+^CD11b^+^ cells in the blood tended to increase in acute colitis (Fig. 3H). Newly produced immature neutrophils exhibit low Ly6G expression on the surface of the plasma membrane [8]. We defined neutrophils as intracellular Ly6G-positive cells and analyzed their surface Ly6G expression among them. The percentage of Ly6G^intra+^Ly6G^hi^ neutrophils (mature neutrophils) did not change, but the percentage of Ly6G^intra+^Ly6G^int/lo^ neutrophils (immature neutrophils) increased in *App*^*NL-G-F*^ mice with acute colitis (Fig. 3I). These data indicate that acute colitis increases neutrophils, especially immature neutrophils, in the brains and blood of *App*^*NL-G-F*^ mice.

### Neutrophil depletion reduces Aβ plaques in the brains of App^NL-G-F^ mice with acute colitis

Anti-Ly6G antibody, but not anti-Gr-1 antibody, was used to eliminate neutrophils without killing Ly6C-positive cells. Anti-Ly6G antibody is a rat IgG2a isotype that mediates neutrophil killing by Fc-dependent macrophage opsonization. The combination of anti-Ly6G and the kappa light chain of rat IgG2b activates both classical and alternative complement systems, resulting in rapid and efficient neutrophil elimination [25]. To confirm the role of neutrophils in the increased accumulation of Aβ during acute colitis, three-month-old *App*^*NL-G-F*^ mice were treated with 2% DSS for 7 days, and anti-Ly6G antibody and anti-rat κIgL antibody (neutrophil depletion: Neu^-^) or isotype control (isotype: iso) were administered starting on day 3 of DSS treatment (Fig. 4A). First, we confirmed that the neutrophil removal group showed a 97–98% reduction in neutrophils in the blood (Fig. 4B). DSS treatment resulted in similar levels of weight loss in both control and neutrophil-depleted groups (Fig. 4C). The length of the colon was significantly shorter in acute colitis, and neutrophil depletion did not affect the colon length (Fig. 4D, Supplementary Figure S2A). Acute colitis increased the accumulation of Aβ in the brain; however, this increase was reversed by depleting neutrophils at three months of age (Fig. 4E, F). A similar trend was observed in 12-month-old mice with acute colitis (Supplementary Figure S2B).

**Fig. 4:**
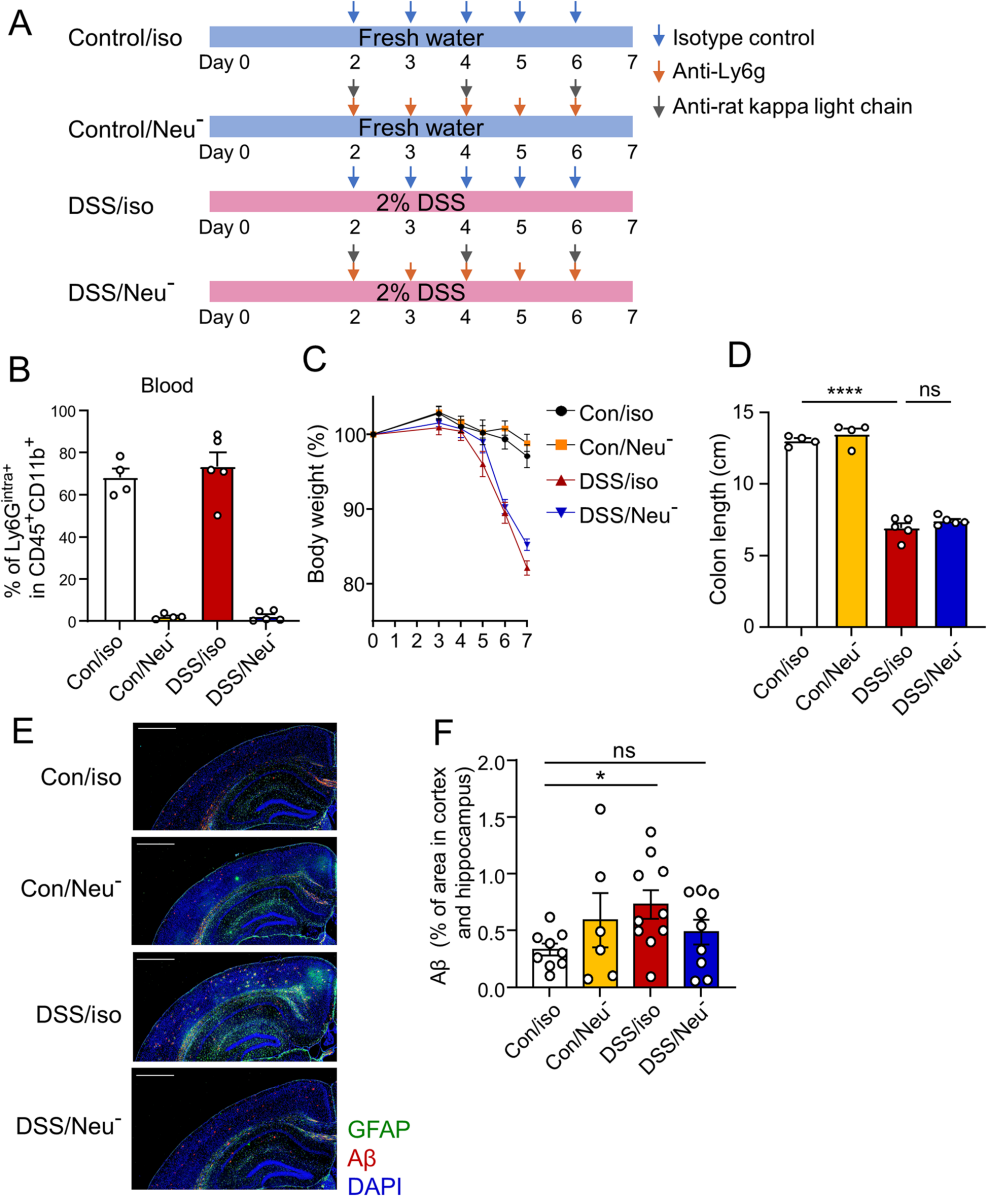
Reduction of Aβ plaques in the brains of *App*^*NL-G-F*^ mice with acute colitis by neutrophil depletion. **A** Schematic diagram of the experimental design to induce acute DSS colitis and deplete neutrophils. *App*^*NL-G-F*^ mice given water or 2% DSS were injected with anti-Ly6G antibody plus anti-rat kappa light chain antibody or isotype control antibody. **B** Flow cytometric analysis of cells in the blood. **C** The body weight of the mice. **D** The colon length of the mice. **E** Immunohistochemical staining of glial cell activation and Aβ plaques. Representative images of Aβ, and GFAP staining. Scale bar = 1 mm. **F** The percentage of Aβ plaque area in cortex and hippocampus. Data points are individual mice from one representative of two independent experiments (**B**–**E**), and in pooled data of two individual experiments (**F**). *P* values were determined by two-tailed Mann-Whitney *U* test (**D**, **F**). Data are shown as the mean ± s.e.m

### Neutrophil-derived MMP-9 is involved in the accumulation of Aβ

Neutrophils can release several inflammatory mediators, such as reactive oxygen species (ROS) and cytotoxic enzymes contained in granules including several matrix metalloproteinases (MMPs), which can cause tissue injury [28]. As MMP-9 expression correlates with the presence of neutrophils in models of brain injury [28], neutrophils are considered the main source of MMP-9. Furthermore, in transgenic models of AD, neutrophils have been reported to infiltrate and reside in areas of Aβ deposition in the brain, releasing NETs [8]. To identify factors involved in the accumulation of Aβ released from these neutrophils, we administered DNase, an inhibitor of NETs [29], MMP-9 inhibitor [30], or N-acetyl-l-cysteine (NAC, an inhibitor of ROS), to mice with DSS-induced colitis (Fig. 5A). The weight loss and shortened colon length with DSS administration were alleviated by ROS inhibition. However, no differences were observed with the other inhibitors (Fig. 5B, C). Under these conditions, the increased accumulation of Aβ in the brain caused by DSS colitis was suppressed by the MMP-9 inhibitor. Despite the alleviation of colitis by treatment with ROS inhibitor, Aβ accumulation was not reduced (Fig. 5D). 

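*Mmp9* (ENSMUSG00000017737, chromosome 2 of GRCm38, 164940780 to 164955850), which encodes MMP-9, had 24568 UMIs in the cells of *App* NL-G-F acute colitis, of which 23736 (96.6%, 95% CI 96.4 to 96.8) were in neutrophils. Neutrophils, 1419 of the 7200 cells, had 1320 CPM (1303 to 1337), with a UMI in 97.1% of cells at a median depth of 12589 UMIs. Fibroblasts had 155 CPM (103 to 224), macrophages 145 CPM (128 to 164) and basophils 88.0 CPM (64.4 to 117). In B cells, which should lack the gene, 0.074% of cells had a UMI at a median depth of 2162 UMIs. *Ly6g* was at 725 CPM in neutrophils, with 97.8% of its UMIs. *S100a8* (ENSMUSG00000056054, chromosome 3, 90668978 to 90670035) was at 144837 CPM in neutrophils, with 96.6% of its UMIs. At least 1 UMI was also seen in 41.7% of B cells, and whether free RNA gave it was not tested. Subtracting the expected ambient *Mmp9* left the share of neutrophils at 96.7%. Without hashtag 7, with cells of several hashtags or none kept, it was 79.9%. Within the low set it was 98.6%, and within the high set 58.3%. In the other libraries, neutrophils held from 66.0% of the *Mmp9* UMIs in WT acute colitis to 96.9% in WT control. Neutrophils were 4.56% and 3.68% of the cells there, so few neutrophils alone did not give a low share. From the expression in Fig. 5E and F, the paper proposes that neutrophils were the primary source of MMP-9.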

Analysis of MMP-9-expressing cells from scRNA-seq data showed that neutrophils, which also expressed *Ly6g* and *S100a8*, were the immune cells with the highest MMP-9 expression in the brain during acute colitis, suggesting that neutrophils were the primary source of MMP-9 (Fig. 5E, F). 

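In *App* NL-G-F acute colitis, *Mmp9* was at 587 CPM (95% CI 540 to 638) in the *Il1b*-rich sub-cluster, 1411 CPM (1392 to 1430) in the *Asprv1*-rich sub-cluster and 953 CPM (908 to 998) in the mixed sub-cluster. The ratio of the *Il1b*-rich to the *Asprv1*-rich sub-cluster was 0.416 (0.382 to 0.452). With each cell thinned to 500 UMIs, the ratio of the shares of cells with an *Mmp9* UMI was 0.594. Among neutrophils with 1 hashtag, the ratio was 0.812, and the cycling sub-cluster had 653 CPM (605 to 702). In *App* NL-G-F control, chronic colitis and food allergy, the *Asprv1*-rich sub-cluster had 1838, 2211 and 2100 CPM of *Mmp9*, and the *Il1b*-rich sub-cluster 933, 879 and 1036 CPM. *Mmp9* was detected in 77.0%, 99.2% and 96.7% of the cells of the *Il1b*-rich, *Asprv1*-rich and mixed sub-clusters in acute colitis. Of the 963953 UMIs of the *Il1b*-rich sub-cluster in that library, 553357 came from the 25 cells of hashtag 7, which had no *Il1b* UMIs and 401 CPM of *Mmp9*. In that library, 1145 of the 1176 cells of the *Asprv1*-rich sub-cluster carried hashtag 7.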

*Mmp9* is expressed in all clusters, but the expression level of* Mmp9 *was particularly high in cluster 1, the mature neutrophils (Fig. S3). These results suggest that MMP-9 secreted by neutrophils may contribute to Aβ accumulation.

**Fig. 5:**
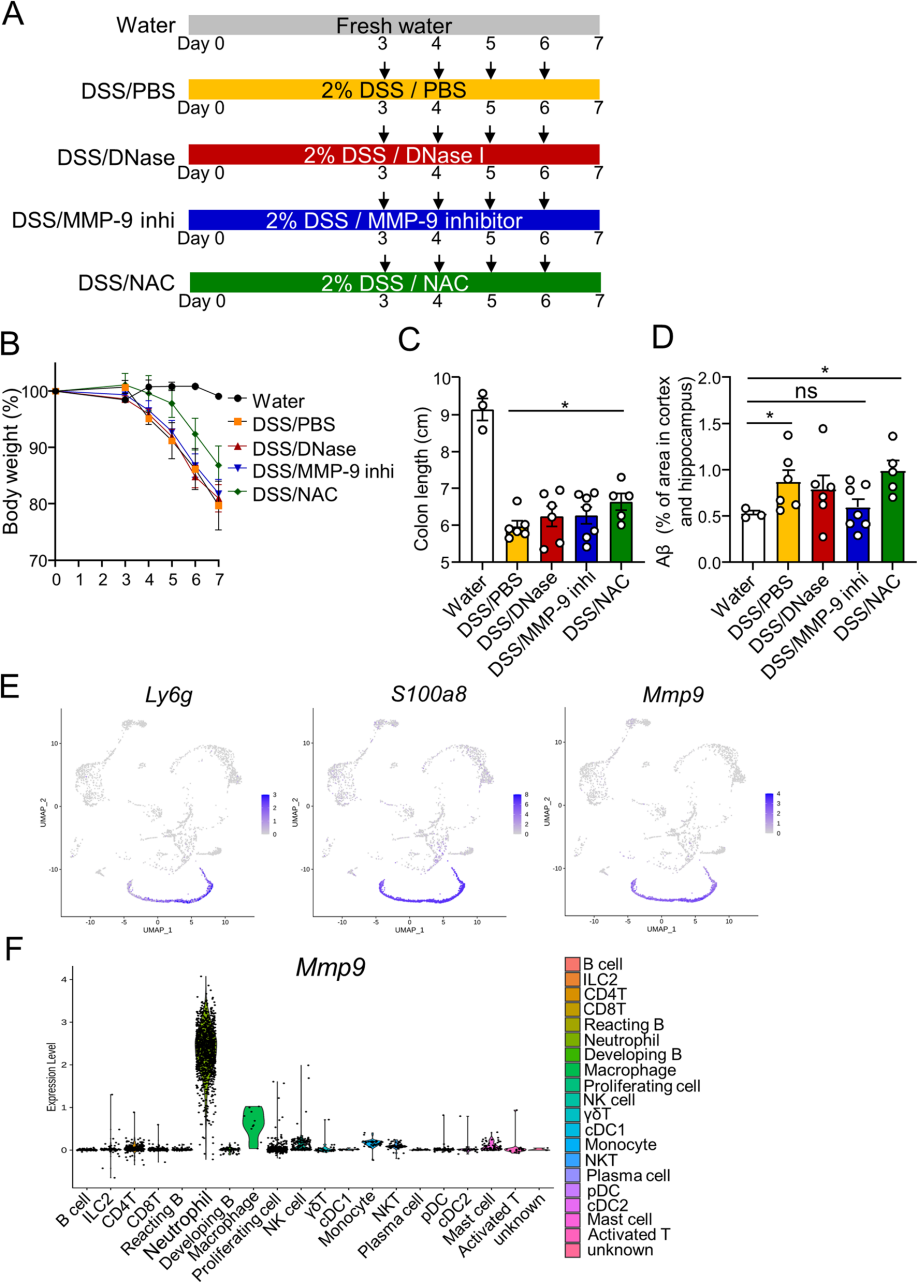
Involvement of MMP-9 in Aβ accumulation during acute colitis. **A** Schematic diagram of the experimental design to induce acute DSS colitis and administration of inhibitors. *App*^*NL-G-F*^ mice given water or 2% DSS were injected with DNase, MMP-9 inhibitor, or NAC. **B** The body weight of the mice. **C** The colon length of the mice. **D** The percentage of Aβ plaque area in cortex and hippocampus by immunohistochemical staining of Aβ plaques. **E** Feature plot of the expression levels of *Ly6g*, *A100a8*, and *Mmp9* in immune cells in the brain with acute colitis. **F** Violin plot of the expression of Mmp9 in the different cell clusters in the brain with acute colitis. Data points are individual mice in one experiment. *P* values were determined by two-tailed Mann-Whitney *U* test (**C**, **D**). Data are shown as the mean ± s.e.m

## Discussion

Three main pathways are assumed to transmit signals between the gut to the brain: the endocrine, immune, and nervous systems. Furthermore, the influence of the immune system can be divided into cellular and humoral factors by cytokines and other factors [9]. In this study, we identified a mechanism for immune system-mediated signaling from the gut to the brain during intestinal inflammation. Our data suggest a link between brain Aβ and the infiltration of immature neutrophils into the brain induced by colon inflammation in *App*^*NL-G-F*^ mice (Fig. 6). The impact of colitis on AD is supported by the following findings from our study: (1) Aβ accumulation in the brain is exacerbated by acute colitis, unchanged by chronic colitis, and tends to decrease with food allergy-induced enteritis; (2) acute colitis alters the percentage and number of immune cells in the brains of AD mice, particularly by increasing neutrophils in the blood and brain; and (3) removal of neutrophils and inhibition of MMP-9 suppressed the accumulation of Aβ in the brains of AD mice induced by acute colitis. Collectively, these data suggest that acute colitis increases neutrophils in the blood followed by increased neutrophils in the brain resulting in increased MMP-9 activity and Aβ accumulation.

**Fig. 6:**
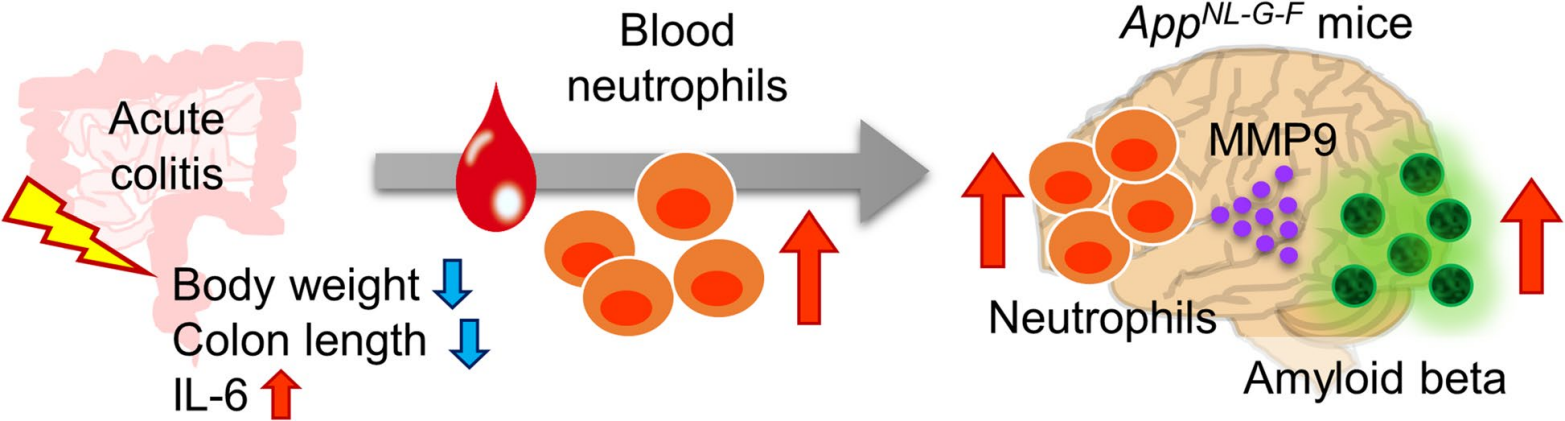
The schematic diagram of Aβ accumulation during acute colitis. Acute colitis induces weight loss, shortening of the colon and upregulation of inflammatory cytokines (such as IL-6). Neutrophils, especially immature neutrophils, increase in the blood from *App*^*NL-G-F*^ mice. The increase in neutrophils in the brain following an increase in the blood is associated with acute colitis-induced Aβ accumulation via increased MMP-9 activity in the brain

Our insights into DSS-induced colitis and Aβ accumulation are supported by a recent study that showed that DSS can induce a moderate colitis in *App*^*NL-G-F*^ mice, resulting in increased Aβ accumulation with decreased microglial motility and phagocytosis [14]. Since our acute colitis model did not confirm the decreased CD68 expression shown by Sohrabi et al [14], different mechanisms may be involved rather than the phagocytic capacity of microglia. Since the one of the aims of this study is to examine the effects of systemic inflammation on the early accumulation of Aβ, we utilized 3-month-old mice, which correspond to the late 20s and 30s in humans. The peak onset of ulcerative colitis is known to be in the 20s, and the age of onset is earlier in familial Alzheimer's disease (40~50s) and Aβ accumulation is assumed to begin before onset [31]. A chronic colitis model is used to mimic the pathogenesis of human ulcerative colitis, but unexpectedly an increase in Aβ accumulation is found only in the acute colitis, not the chronic model. Previous reports show that peripherally inflammatory stimuli induce acute immune training and tolerance in the brain and epigenetic reprogramming of brain microglia [32]. In a mouse model of Alzheimer's disease, immune training with a single dose of LPS exacerbates amyloid-beta accumulation in the brain, while immune tolerance with continuous intraperitoneal administration of LPS alleviates it [32]. We speculate that the once increased Aβ decrease by the similar mechanism in our chronic colitis. For allergic models and AD, intracerebral injection of interleukin-4/13 ameliorates cognitive deficits in AD mice by inhibiting Aβ accumulation through increased Aβ clearance by M2-like activation of microglia [33]. Microglia treated with interleukin-4 may play a protective role against AD by increasing the uptake and degradation of Aβ in a process partially mediated by autophagy [34].

Previous studies have also shown that neutrophil depletion via the administration of Ly6G or Gr-1 antibodies in the 3xTg-AD mouse model improves cognitive symptoms, increases soluble Aβ, and reduces microgliosis compared to WT mice [8]. Another study, using a microfluidic platform, demonstrated that neutrophils activated by microglia can cross the blood-brain barrier and interact with Aβ-reactive microglia, resulting in the production of inflammatory cytokines [35]. Although this group showed that neutrophils stimulation by microglia increases neutrophil motility [35], the factors that activated neutrophils in our study are unclear.

The origin of neutrophils that infiltrate the brain during acute colitis is unclear. It is possible that humoral factors, such as granulocyte-colony stimulating factor, stimulate the production of neutrophils in bone marrow which then migrate to the brain via the blood. Neutrophils in the dura mater have also been reported to originate from the bone marrow in the skull [22] and also could be the source of the increased number of neutrophils in the brain due to acute colitis. Mouse models of AD have been shown to have more neutrophils in the brain, even in the absence of intestinal inflammation [8]. Distinguishing between these neutrophils and neutrophils proliferated by acute intestinal inflammation will help to elucidate the mechanism in more detail.

Neutrophil removal by anti-Ly6G antibody administration does not deplete newly generated neutrophils of bone marrow origin [25], and anti-Gr-1 antibody administration also recognizes Ly6C and may remove monocytes and macrophages [36]. In a previous study, it was shown that neutrophils newly generated after anti-Ly6G antibody administration had low expression of surface Ly6G. However, these could also be removed by dual-antibody neutrophil depletion [25]. Studies using Ly6G antibodies have also demonstrated that neutrophil adhesion in brain capillaries reduces cortical blood flow and memory function in a mouse model of Alzheimer's disease but does not affect Aβ accumulation [37]. To clarify the mechanism by which neutrophils increase Aβ accumulation, it is necessary to manipulate neutrophils specifically in the brain, rather than systemic treatments like the method used in our study.

Although increased Aβ accumulation by neutrophils has been reported to be caused by neutrophil-derived NETs [8], removal of NETs by DNase had no inhibitory effect on Aβ accumulation in our experiments. Alternatively, we found that MMP-9 inhibition suppressed Aβ accumulation. Several studies have reported the relationship between MMPs and AD. While MMP-2 has been expressed in neurons under steady state, MMP-9 is not but it is highly expressed in astrocytes in 2- to 6-month-old AD mouse models [38]. In situ experiments have shown that MMP-9 can degrade compact plaques of Aβ fibrils [39]. In addition, the increase in steady-state soluble Aβ in MMP-9 KO mice indicates that MMP-9 contributes to the degradation of small Aβ aggregates [40]. However, for insoluble Aβ, no change or a trend toward a decrease was observed with MMP-9 KO, suggesting that MMP-9 may promote the formation of large Aβ plaques. Overexpression of MMPs in HEK cells carrying the human APP Swedish mutation strongly increases the levels of β-secretase-derived C-terminal APP fragment and Aβ levels [38]. In our experiment, we systemically administered MMP-9 inhibitors, which also may inhibit astrocyte-derived MMP-9; therefore, the neutrophil-specific deletion of MMP-9 would be interesting.

Since this study only examined effects via the immune system, future studies should also include endocrine and nervous system-mediated signals between the gut and the brain to further understand the mechanisms in the crosstalk between AD and colitis. In addition, examining the contribution of neutrophils to Aβ plaque formation by specifically removing neutrophils from the brain is critical to understanding the role of neutrophils in enteritis and AD, as well as developing future therapeutic strategies targeting them.

## Conclusion

These results suggest that neutrophils infiltrate the brain parenchyma of AD during acute colitis and that neutrophil infiltration is significantly related to the progression of the disease. We also propose a strategy whereby neutrophil-targeted therapies could reduce Aβ accumulation observed in early AD and prevent the increased risk of AD due to colitis.

## Supplementary Information

**Additional file 1: Supplementary Figure S1.** The confirmation of induction of colitis. A Body weight of colitis-induced WT mice. In acute colitis model, DSS treatment was started on day 20, indicated by the red arrow. B, C H&E staining of colon from WT (B) or *App*^*NL-G-F*^ mice (C) induced acute DSS colitis, chronic DSS colitis, and food allergies. D The protein levels of IL-6 in the serum of *App*^*NL-G-F*^ mice with colitis. Data points are individual mice from one representative of two independent experiments (A, D). *P* values were determined by one-way ANOVA. Data are shown as the mean ± s.e.m. **Supplementary Figure S2.** Reduction of Aβ plaques in the brains of *App*^*NL-G-F*^ mice with acute colitis by neutrophil depletion. *App*^*NL-G-F*^ mice drinking with fresh water or 2% DSS water were injected with anti-Ly6G antibody plus anti-rat kappa light chain antibody or isotype control antibody. A The photos of colon of *App*^*NL-G-F*^ mice on day 7. B The percentage of Aβ plaques area in cortex and hippocampus by immunohistochemical staining. Data points are individual mice in one experiment. **Supplementary Fig. S3.** Cluster-specific gene expression in neutrophils. Dot plots for selected differential expressed genes (DEG) and cell-type specific markers for the indicated clusters. **Supplementary Figure S4.** Gating strategy for neutrophils in the blood. Gating strategy to analyze young and adult neutrophils in the blood by flow cytometry analysis as shown in Fig. 3 H-I, and Fig. 4B.

## Data Availability

Single cell RNA sequencing data have been deposited in the Gene Expression Omnibs of NCBI under accession no. GSE214747.

## Abbreviations

AD: Alzheimer’s disease
APC: Allophycocyanin
APP: Amyloid precursor protein
Aβ: Amyloid-β
BSA: Bovine serum albumin
CD: Crohn’s disease
DSS: Dextran sulfate sodium
FITC: Fluorescein isothiocyanate
FVD780: Fixable Viability Dye eFluor 780
IBD: Inflammatory bowel disease
MMP: Matrix metalloproteinase
NAC: N-Acetyl-L-cysteine
NETs: Neutrophil extracellular traps
OVA: Ovalbumin
PCA: Principal component analysis
PE: Phycoerythrin
PerCP-Cy5.5: Peridinin chlorophyll protein-cyanine 5.5
ROS: Reactive oxygen species
scRNA-seq: Single-cell RNA sequencing
UMAP: Uniform manifold approximation and projection

## References

[1] Long JM, Holtzman DM (2019). Alzheimer disease: an update on pathobiology and treatment strategies. Cell.

[2] Newcombe EA, Camats-Perna J, Silva ML, Valmas N, Huat TJ, Medeiros R (2018). Inflammation: the link between comorbidities, genetics, and Alzheimer's disease. J Neuroinflammation.

[3] Matheoud D, Sugiura A, Bellemare-Pelletier A, Laplante A, Rondeau C, Chemali M, Fazel A, Bergeron JJ, Trudeau LE, Burelle Y (2016). Parkinson's disease-related proteins PINK1 and Parkin repress mitochondrial antigen presentation. cell.

[4] Xie J, Van Hoecke L, Vandenbroucke RE (2021). The impact of systemic inflammation on Alzheimer's disease pathology. Front Immunol.

[5] Gate D, Saligrama N, Leventhal O, Yang AC, Unger MS, Middeldorp J, Chen K, Lehallier B, Channappa D, De Los Santos MB (2020). Clonally expanded CD8 T cells patrol the cerebrospinal fluid in Alzheimer's disease. Nature.

[6] Browne TC, McQuillan K, McManus RM, O'Reilly JA, Mills KH, Lynch MA (2013). IFN-γ Production by amyloid β-specific Th1 cells promotes microglial activation and increases plaque burden in a mouse model of Alzheimer's disease. J Immunol.

[7] Yamamoto M, Kiyota T, Horiba M, Buescher JL, Walsh SM, Gendelman HE, Ikezu T (2007). Interferon-gamma and tumor necrosis factor-alpha regulate amyloid-beta plaque deposition and beta-secretase expression in Swedish mutant APP transgenic mice. Am J Pathol.

[8] Zenaro E, Pietronigro E, Della Bianca V, Piacentino G, Marongiu L, Budui S, Turano E, Rossi B, Angiari S, Dusi S (2015). Neutrophils promote Alzheimer's disease-like pathology and cognitive decline via LFA-1 integrin. Nat Med.

[9] Carabotti M, Scirocco A, Maselli MA, Severi C (2015). The gut-brain axis: interactions between enteric microbiota, central and enteric nervous systems. Ann Gastroenterol.

[10] Maes M, Berk M, Goehler L, Song C, Anderson G, Gałecki P, Leonard B (2012). Depression and sickness behavior are Janus-faced responses to shared inflammatory pathways. BMC Med.

[11] van Langenberg DR, Yelland GW, Robinson SR, Gibson PR (2017). Cognitive impairment in Crohn's disease is associated with systemic inflammation, symptom burden and sleep disturbance. United European Gastroenterol J.

[12] Navabi S, Gorrepati VS, Yadav S, Chintanaboina J, Maher S, Demuth P, Stern B, Stuart A, Tinsley A, Clarke K (2018). Influences and impact of anxiety and depression in the setting of inflammatory bowel disease. Inflamm Bowel Dis.

[13] Zhang B, Wang HE, Bai YM, Tsai SJ, Su TP, Chen TJ, Wang YP, Chen MH (2021). Inflammatory bowel disease is associated with higher dementia risk: a nationwide longitudinal study. Gut.

[14] Sohrabi M, Pecoraro HL, Combs CK (2021). Gut inflammation induced by dextran sulfate sodium exacerbates amyloid-β plaque deposition in the AppNL-G-F mouse model of Alzheimer's disease. J Alzheimers Dis.

[15] Saito T, Matsuba Y, Mihira N, Takano J, Nilsson P, Itohara S, Iwata N, Saido TC (2014). Single App knock-in mouse models of Alzheimer's disease. Nat Neurosci.

[16] Sasaguri H, Nilsson P, Hashimoto S, Nagata K, Saito T, De Strooper B, Hardy J, Vassar R, Winblad B, Saido TC (2017). APP mouse models for Alzheimer's disease preclinical studies. EMBO J.

[17] Mielke MM, Vemuri P, Rocca WA (2014). Clinical epidemiology of Alzheimer's disease: assessing sex and gender differences. Clin Epidemiol.

[18] Mifflin MA, Winslow W, Surendra L, Tallino S, Vural A, Velazquez R (2021). Sex differences in the IntelliCage and the Morris water maze in the APP/PS1 mouse model of amyloidosis. Neurobiol Aging.

[19] Chassaing B, Aitken JD, Malleshappa M, Vijay-Kumar M (2014). Dextran sulfate sodium (DSS)-induced colitis in mice. Curr Protoc Immunol.

[20] Masuda T, Amann L, Sankowski R, Staszewski O, Lenz M, Errico P, Snaidero N, Costa Jordão MJ, Böttcher C, Kierdorf K (2020). Novel Hexb-based tools for studying microglia in the CNS. Nat Immunol.

[21] Brioschi S, Wang WL, Peng V, Wang M, Shchukina I, Greenberg ZJ, Bando JK, Jaeger N, Czepielewski RS, Swain A (2021). Heterogeneity of meningeal B cells reveals a lymphopoietic niche at the CNS borders. Science.

[22] Cugurra A, Mamuladze T, Rustenhoven J, Dykstra T, Beroshvili G, Greenberg ZJ, Baker W, Papadopoulos Z, Drieu A, Blackburn S (2021). Skull and vertebral bone marrow are myeloid cell reservoirs for the meninges and CNS parenchyma. Science.

[23] Cao J, Spielmann M, Qiu X, Huang X, Ibrahim DM, Hill AJ, Zhang F, Mundlos S, Christiansen L, Steemers FJ (2019). The single-cell transcriptional landscape of mammalian organogenesis. Nature.

[24] Zhou Y, Zhou B, Pache L, Chang M, Khodabakhshi AH, Tanaseichuk O, Benner C, Chanda SK (2019). Metascape provides a biologist-oriented resource for the analysis of systems-level datasets. Nat Commun.

[25] Boivin G, Faget J, Ancey PB, Gkasti A, Mussard J, Engblom C, Pfirschke C, Contat C, Pascual J, Vazquez J (2020). Durable and controlled depletion of neutrophils in mice. Nat Commun.

[26] Mudter J, Neurath MF (2007). Il-6 signaling in inflammatory bowel disease: pathophysiological role and clinical relevance. Inflamm Bowel Dis.

[27] Grieshaber-Bouyer R, Radtke FA, Cunin P, Stifano G, Levescot A, Vijaykumar B, Nelson-Maney N, Blaustein RB, Monach PA, Nigrovic PA (2021). The neutrotime transcriptional signature defines a single continuum of neutrophils across biological compartments. Nat Commun.

[28] Kolaczkowska E, Kubes P (2013). Neutrophil recruitment and function in health and inflammation. Nat Rev Immunol.

[29] Silva LM, Doyle AD, Greenwell-Wild T, Dutzan N, Tran CL, Abusleme L, Juang LJ, Leung J, Chun EM, Lum AG (2021). Fibrin is a critical regulator of neutrophil effector function at the oral mucosal barrier. Science.

[30] Dufour A, Sampson NS, Li J, Kuscu C, Rizzo RC, Deleon JL, Zhi J, Jaber N, Liu E, Zucker S (2011). Small-molecule anticancer compounds selectively target the hemopexin domain of matrix metalloproteinase-9. Cancer Res.

[31] Tanzi RE. The genetics of Alzheimer disease. Cold Spring Harb Perspect Med. 2012;2(10).10.1101/cshperspect.a006296PMC347540423028126

[32] Wendeln AC, Degenhardt K, Kaurani L, Gertig M, Ulas T, Jain G, Wagner J, Häsler LM, Wild K, Skodras A, et al. Innate immune memory in the brain shapes neurological disease hallmarks. Nature. 2018;556(7701):332–8.10.1038/s41586-018-0023-4PMC603891229643512

[33] Kawahara K, Suenobu M, Yoshida A, Koga K, Hyodo A, Ohtsuka H, Kuniyasu A, Tamamaki N, Sugimoto Y, Nakayama H. Intracerebral microinjection of interleukin-4/interleukin-13 reduces β-amyloid accumulation in the ipsilateral side and improves cognitive deficits in young amyloid precursor protein 23 mice. Neuroscience. 2012;207:243–60.10.1016/j.neuroscience.2012.01.04922342341

[34] Tang RH, Qi RQ, Liu HY. Interleukin-4 affects microglial autophagic flux. Neural Regen Res. 2019;14(9):1594–602.10.4103/1673-5374.255975PMC655709231089059

[35] Park J, Baik SH, Mook-Jung I, Irimia D, Cho H (2019). Mimicry of central-peripheral immunity in Alzheimer's disease and discovery of neurodegenerative roles in neutrophil. Front Immunol.

[36] Fleming TJ, Fleming ML, Malek TR (1993). Selective expression of Ly-6G on myeloid lineage cells in mouse bone marrow. RB6-8C5 mAb to granulocyte-differentiation antigen (Gr-1) detects members of the Ly-6 family. J Immunol.

[37] Cruz Hernández JC, Bracko O, Kersbergen CJ, Muse V, Haft-Javaherian M, Berg M, Park L, Vinarcsik LK, Ivasyk I, Rivera DA (2019). Neutrophil adhesion in brain capillaries reduces cortical blood flow and impairs memory function in Alzheimer's disease mouse models. Nat Neurosci.

[38] Py NA, Bonnet AE, Bernard A, Marchalant Y, Charrat E, Checler F, Khrestchatisky M, Baranger K, Rivera S (2014). Differential spatio-temporal regulation of MMPs in the 5xFAD mouse model of Alzheimer's disease: evidence for a pro-amyloidogenic role of MT1-MMP. Front Aging Neurosci.

[39] Yan P, Hu X, Song H, Yin K, Bateman RJ, Cirrito JR, Xiao Q, Hsu FF, Turk JW, Xu J (2006). Matrix metalloproteinase-9 degrades amyloid-beta fibrils in vitro and compact plaques in situ. J Biol Chem.

[40] Yin KJ, Cirrito JR, Yan P, Hu X, Xiao Q, Pan X, Bateman R, Song H, Hsu FF, Turk J (2006). Matrix metalloproteinases expressed by astrocytes mediate extracellular amyloid-beta peptide catabolism. J Neurosci.

How the deposited data were processed for this re-analysis (not part of the article)

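Droplet-based single-cell RNA sequencing of CD45.2-positive cells from the brain was available for WT and *App* NL-G-F mice in control, acute colitis, chronic colitis and food allergy groups, as 8 libraries. The authors prepared them with the 10x Genomics 5′ kit and made the matrices with Cell Ranger on GRCm38. The paper names version 6.1.2, and the headers of the matrices name Cell Ranger 4. The values are counts of UMIs per gene and barcode, without normalization, for every barcode with any count. The authors injected an antibody against CD45 into the blood before perfusion, but the counts do not show which cells it labelled. V(D)J sequences were not analysed here. Gene coordinates were taken from GENCODE vM21.

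Cells were called anew, since the matrices were not filtered. Barcodes above an order-of-magnitude cutoff with 3000 expected cells were taken as cells. Other barcodes with at least 500 UMIs were tested against the ambient profile of barcodes ranked 45000 to 90000, with 1000 simulations per library and a false discovery rate of 0.01. Cells with fewer than 200 genes or more than 5% mitochondrial UMIs were left out, as in the paper. UMIs in the cells kept came to between 25618363 (WT acute colitis) and 54619221 (*App* NL-G-F acute colitis) per library. Counts were scaled to 10000 per cell and log-transformed, and 2000 variable genes, 30 principal components and 20 neighbours were used for Leiden clustering at a resolution of 0.5. *Mki67*, *Ly6g*, *Il1b*, *Ccl6*, *Ifitm1*, *S100a8* and *Mmp9* were kept out of the variable genes. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, scikit-learn 1.9.0, leidenalg 0.10.2, igraph 0.11.9 and matplotlib 3.10.9. The cell-cycle genes came from Seurat 5.3.0 in R 4.3.3.

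Each cluster was named from marker lists of 30 cell types. The myeloid class held neutrophils and their precursors, monocytes, macrophages, microglia, dendritic cells, basophils and mast cells. A cell was assigned to a hashtag where its count exceeded a cutoff set at the lowest point between the background and the positive mode of that hashtag's counts, with a minimum of 50 counts. This rule replaced one with 4 median absolute deviations above the median of the background, after the result of the first had been seen. The values under the first rule are given among the alternatives. Cells that passed the cutoff of several hashtags or of none were assigned to no group.

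The low and high immediate-early sets were found from the data. After the neutrophil share of each hashtag group had been seen, a component analysis of B cells, CD4 T cells, CD8 T cells and ILC2 by hashtag group was run. Immediate-early genes led its first component in CD4 T cells and ILC2, but not in B cells or CD8 T cells. The groups were then divided at the widest gap, of 1.945-fold, in the summed CPM of 10 such genes in T cells.

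With 1 library per condition, no test was run between libraries. Differences between shares have intervals combined from the exact intervals by Newcombe's square-and-add method. Shares per hashtag group were compared with exact two-sided permutation tests of the difference in means. The 5 comparisons of *App* NL-G-F acute colitis with *App* NL-G-F control were set before the data were examined. A further 7 comparisons, of *App* NL-G-F chronic colitis and food allergy with control and of *App* NL-G-F control with WT control, and 3 comparisons within the high set were added later. P-values were adjusted by the Benjamini-Hochberg method within each of these families. Correlations across hashtag groups of at least 200 cells used 100000 permutations.

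The genes named were set beforehand as those the text names from these data, *Cd68*, and the 5 genes with the largest rise and the 5 with the largest fall in neutrophils of *App* NL-G-F acute colitis against control. The last were taken by log2 ratio of CPM with 10 added, among genes with at least 50 UMIs over both libraries, at least 50 CPM in either and the same sign in WT mice. Of these genes, 1 is not reported here. Other genes were named as leading genes of a cluster or as members of the immediate-early list.

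The alternatives set beforehand covered cell calling, filters on genes and mitochondrial UMIs, doublet removal with Scrublet, a gate on at least 2 markers per cell, a resolution of 1.0, definitions of the cell classes and denominators, the mean over hashtag groups, cells with Y-linked UMIs, thresholds and thinning for *Mki67*, ambient subtraction and sub-cluster resolutions. Chosen after the data had been seen were the sets, cells with 1 hashtag, the library without hashtag 7, neutrophil precursors counted as neutrophils, further definitions of cycling neutrophils, sub-clusters compared within a hashtag group, Scrublet with an expected doublet rate of 0.8% per 1000 cells, and the limit on several hashtags in a named cluster. The number of simulations for cell calls was also set during the work.

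The steps were tested on simulated data. Hashtags were assigned as simulated in 99.9% of 5000 cells. All of 1500 added cells were called, but these were taken from cells of *App* NL-G-F control that the same step had already called. Their recovery therefore does not test whether real cells were missed. Of 500 simulated barcodes of ambient RNA with at least 500 UMIs, 7 were called as well. The direction of every changed gene was recovered. Random lists without a change had a mean percentile of 47.2 over 100 lists, and a raised list reached percentile 100.

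Pseudotime and gene ontology terms were left out, the first because the measured connectivity has no direction and the second because no ontology was used here. The plan named PAGA for this connectivity, and the measure used is a similar ratio computed on weighted shared neighbours. Immunostaining, flow cytometry and the inhibitor experiments have no part in these counts.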

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

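The tests of depth, of marrow or blood cells, of unassigned cells and of the set were chosen only after the results were seen.

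In WT chronic colitis, hashtag 6 had 18.1% neutrophils (602 of 3318 cells), far from the other 3 groups of its library. Its gap to the nearest group was 0.867 of the range, above Dixon's 95% critical value. This was 1 of 27 groups of values tested, and chance alone singles out about 1 in 20. The library as a whole had 13.0% neutrophils, above the WT control library, and the paper does not report it. The immediate-early set as the whole cause is argued against by hashtag 7, the other high-set group of the library, which had 2.42%. Progenitors, erythroid cells and neutrophil precursors were 23.8% of the cells of hashtag 6 that were not neutrophils, against 0.732% to 12.0% in the other high-set groups. Marrow or blood rich in such cells may therefore have entered this sample, and this cannot be told apart from a rise of the same cells in the mouse, because cells of marrow, blood and brain were not separated by place in these counts. A biological effect of chronic colitis on this group was not tested.

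The neutrophil share of *App* NL-G-F acute colitis was 27.9 percentage points above control in the low set, with 1 hashtag group against 2, and it was −3.01 points in the high set, with 2 against 2. All acute colitis groups lay above both control groups in the low set and below both in the high set, and the difference between the sets was not tested. The rise lies in hashtag 7, at 32.8% of 3657 cells, and the paper does not report shares by hashtag. A greater depth of all cells of this group is argued against by the median of its T cells, 2374.5 UMIs, below the 2612.5 to 3347 UMIs of the other *App* NL-G-F groups of the low set. Its neutrophils were deeper, with a median of 12797.5 UMIs against 2057 to 7203 in those groups. A greater depth of neutrophils alone is therefore not excluded. Marrow with the lymphoid make-up of those groups is argued against by developing B cells, at 2.16% of cells other than neutrophils against 6.01% to 36.3%. Progenitors, erythroid cells and neutrophil precursors were 26.1% of the same cells, against 2.12% to 15.0% in those groups. Marrow or blood rich in myeloid and erythroid cells may have contributed, and this cannot be told apart from an entry of these cells into the brain during colitis, because the low set of acute colitis is a single group. Acute colitis stays open as a cause. It was tested between all groups of *App* NL-G-F mice, where 3 against 4 cannot reach 0.05, and in the high set with both genotypes pooled.

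WT food allergy, which the paper does not report, had 22.6% neutrophils, against 3.68% in WT control. Of its 1228 neutrophils, 727 carried 1 hashtag. The mixed sub-cluster held 42.3% of its neutrophils, against 15.2% in WT control. Cells without a single hashtag may have added to the share but do not account for all of the difference. The high-set groups of WT food allergy had at least 18.6% neutrophils, and those of WT control at most 6.25%. Progenitors, erythroid cells and neutrophil precursors were at least 6.63% of the other cells in these groups, against at most 2.45% in the high-set groups of WT control. Hashtag 5 of WT control, of the low set, had 8.03% of such cells and no neutrophils in 2068 cells. Marrow or blood could have added neutrophils in WT food allergy, and this cannot be told apart from an effect of food allergy, because each condition is 1 library. Food allergy itself was compared with control only in the high set with both genotypes pooled.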

How the results depend on the processing

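The tests by immediate-early set, with 1 hashtag, without hashtag 7, with the first hashtag rule, with precursors, with the expected number of doublets and with the cycling sub-cluster by detection were chosen only after the results were seen.

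Of 145 alternative values, 89 kept their direction and stayed close to the reported value, 40 moved and 16 changed direction. Of the 94 set beforehand, 67 stayed, 20 moved and 7 changed direction, and of the 51 added, 22 stayed, 20 moved and 9 changed direction. The 67 include all values with Scrublet's automatic threshold, which does not test doublets, as stated below. Except where stated, the cause was not tested. Differences are in percentage points of *App* NL-G-F mice against *App* NL-G-F control, in the order in which the results are named. Where cells were clustered again, a cluster took the main name of most of its cells, if enough of them had one. Unlike the marker gate, these alternatives therefore do little to test the naming of cell types.

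With the order-of-magnitude cutoff alone, which keeps fewer cells, the difference in myeloid cells in acute colitis was 21.3, in T cells −3.30 in chronic colitis and −4.35 in food allergy, in neutrophils of myeloid cells 36.9 and in *Mki67*-positive neutrophils −10.9 in acute colitis. With every barcode that passed the filters, T cells in food allergy were at −0.265. A minimum of 500 genes gave 17.9 for myeloid cells. With the marker gate, *Mki67*-positive neutrophils in acute colitis were at 2.29.

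With developing B cells and cycling cells as myeloid, the difference was 6.64 for myeloid cells, and with developing B cells alone as myeloid it was 29.0 for neutrophils of myeloid cells. With the 4 subsets as denominator, myeloid cells were at 19.3. With NK cells counted as T cells, T cells were at −3.01 in chronic colitis and 3.11 in food allergy, and with cells other than neutrophils as denominator they were at 3.38 in food allergy.

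The mean over hashtag groups gave 11.3 for myeloid cells, 2.22 for T cells in chronic colitis and 6.01 for neutrophils of myeloid cells. With the first hashtag rule the same were 11.2, 2.22 and 5.98. All hashtag groups were male by *Xist*, so the filter on Y-linked UMIs does not test sex and only keeps the 36.3% to 66.7% of the cells of a group in which such a UMI was captured. It gave 12.9, 1.47 and 21.5, 1.27 for neutrophils of *App* NL-G-F against WT control, and 0.788 for *Mki67*-positive neutrophils in chronic colitis.

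In the low set, myeloid cells were at 32.8 in acute colitis, T cells at 17.5 in chronic colitis and 3.21 in food allergy, neutrophils of myeloid cells at 36.8, neutrophils of *App* NL-G-F against WT control at 4.90, and *Mki67*-positive neutrophils at 5.01 in acute and 0.022 in chronic colitis. In the high set the same were −3.54, −13.6, −0.616, −8.08, 0.341, −10.6 and −9.50. Without hashtag 7 of acute colitis, myeloid cells were at 7.72, neutrophils of myeloid cells at −4.47 and *Mki67*-positive neutrophils at −0.727, so that 1 group decides the direction of the second. Cells with several hashtags or none stay in every value without hashtag 7. With precursors counted as neutrophils, neutrophils of myeloid cells were at 15.5 and neutrophils of *App* NL-G-F against WT control at 4.89.

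In place of *Mki67*-positive neutrophils, the share of neutrophils in the sub-cluster of 3 with the highest CPM of cycling markers was taken. This was the *Il1b*-rich sub-cluster, at −40.4 in acute and 3.35 in chronic colitis. Cycling markers were detected in 14.4% of its cells on average. Its difference in acute colitis was not seen within either immediate-early set. By detection of these markers the mixed sub-cluster was taken, at −3.67 in acute and 1.03 in chronic colitis.

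The share of *Mmp9* UMIs in neutrophils stayed between 96.6% and 96.7% under the 8 alternatives set beforehand, among them Scrublet's automatic threshold, which removed no cell from this library. It was 97.9% with the expected number of doublets removed, 97.6% with 1 hashtag, 98.6% in the low set, 58.3% in the high set and 79.9% without hashtag 7. The number of sub-clusters was 7 at a resolution of 0.2 and 13 at 0.5, which follows from the resolution. The *Mmp9* ratio of the *Il1b*-rich to the *Asprv1*-rich sub-cluster was 0.594 with thinned cells and 0.812 with 1 hashtag.

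Some alternatives gave no value or no test. Cells with *Xist* UMIs were too few to use, in any hashtag group. The sub-cluster with the highest CPM of cycling markers at a resolution of 0.2 (2954.2, against 2795.1 in the next) had 45 cells and none in *App* NL-G-F libraries. Scrublet's automatic threshold marked at most 4 cells per library, so it does not test doublets. Under this setting the cells were clustered again, and T cells in *App* NL-G-F control were then 23.9% with no cell removed from that library. No paired analysis was possible because no label pairs the mice. The depth limits the *Mki67*-positive share, which depends on the UMIs of a cell, and the reported differences in T cells in chronic colitis and food allergy are within counting error. Among the alternatives set beforehand, the interval excluded 0 in food allergy with the marker gate (1.97), the 4 subsets (2.06), NK cells (3.11) and cells other than neutrophils (3.38), and with the order-of-magnitude cutoff in the opposite direction. In chronic colitis it excluded 0 downward with that cutoff, with 10% mitochondrial UMIs (−1.56), with NK cells and with the 4 subsets (−1.96).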

Differences from the paper's values

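The tests of the immediate-early sets and of the cycling sub-cluster at a resolution of 0.2 were chosen only after the results were seen. The paper's values were read by eye from figures, the cell types were named anew, and a difference may come from the rebuilt names, since with the marker gate in place of cluster names T cells in food allergy were 1.97 points above control, against 1.17. *App* NL-G-F chronic colitis has 4 hashtag groups, 2 of them of the low set, and the legend of Fig. 2 gives n = 2, but the paper's text does not say which hashtags its figures include. Fig. 2D gives shares of all immune cells in the brain, and the values here are shares of all cells called.

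T cells were 25.4% of the cells of *App* NL-G-F chronic colitis, against the paper's about 54% in Fig. 2D, read by eye. None of the alternatives set before the data were examined closed this gap. In the low set alone, a setting chosen after seeing the values, they were 48.2%.

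In *App* NL-G-F food allergy, T cells were 27.9%, against the paper's about 47% in Fig. 2D, read by eye. Of the alternatives set before the data were examined, NK cells counted as T cells (36.5%), the 4 subsets as denominator (32.4%) and cells other than neutrophils as denominator (31.8%) came within 1.5 times the paper's value, and the others did not. The low set alone, chosen after seeing the values, gave 33.8%.

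*Mki67*-positive cells were 13.4% of the neutrophils of *App* NL-G-F control, against the paper's about 0.6% in Fig. 3G, read by eye. The legend of Fig. 3G refers to cluster 2, and the denominator here is all neutrophils. The marker gate (5.66%), at least 2 UMIs (10.0%), thinning to 500 (1.91%) or 1000 UMIs (4.24%) and the mean over hashtag groups (10.9%) lay within the spread between groups of 10.7 points, though above 1.5 times the paper's value, and the other alternatives set before the data were examined did not. In acute colitis the share was 8.81%, against the paper's about 3.5% in Fig. 3G, read by eye. At least 2 UMIs gave 4.16%, within 1.5 times the paper's value, and none of the others set before the data were examined closed the gap. The cycling sub-cluster at a resolution of 0.2, chosen after seeing the values, held 2.61%, within 1.5 times the paper's value. It held 8.61% in control, 5.15% in chronic colitis and 5.46% in food allergy, none of them within 1.5 times the paper's values. In chronic colitis the share of *Mki67*-positive cells was 9.93%, against the paper's about 3.0% in Fig. 3G, read by eye. The marker gate (5.24%), at least 2 UMIs (6.62%), thinning to 500 (1.47%) or 1000 UMIs (3.01%) and the mean over groups (7.24%) lay within the spread between groups of 5.23 points and the others did not, and the low set, chosen after seeing the values, gave 3.11%. In food allergy the share was 11.0%, against the paper's about 0.85% in Fig. 3G, read by eye. The gate (5.43%), at least 2 UMIs (8.20%), thinning (1.54% and 3.58%) and the mean over groups (7.38%) lay within the spread between groups of 7.59 points, though still above 1.5 times the paper's value, and the other alternatives set before the data were examined did not. With at least 2 UMIs in the low set, chosen after seeing the values, all shares lay within 1.5 times those read by eye. Control had 0.617% (1 of 162 cells) and acute colitis 3.255% (39 of 1198). Chronic colitis had 2.59% (5 of 193) and food allergy 0.738% (2 of 271). With at least 1 UMI, the low set did so only in chronic colitis. The median depths were 2587, 12797.5, 6206 and 2746 UMIs, so unequal depth may contribute.

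The values of Fig. 2D and F compared here for myeloid cells, neutrophils of myeloid cells and T cells in control and acute colitis did not differ by these criteria. B cells, ILCs and other myeloid types were not compared. The low set alone, chosen after seeing the values, lay within 1.5 times all 12 values read by eye from Fig. 2D and F for myeloid cells, T cells and neutrophils of myeloid cells. Its myeloid shares were 16.6% in control, 49.4% in acute colitis, 19.5% in chronic colitis and 18.6% in food allergy. Its T cells were 30.6% in control and 15.6% in acute colitis, and its neutrophils of myeloid cells 29.5%, 66.3%, 42.1% and 45.3% in the same order as the myeloid shares.

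The paper states that T cells increased in chronic colitis and food allergy, where the differences from control were −1.33 and 1.17 points with intervals that include 0. With the 4 subsets as denominator, the differences were −1.96 points (−3.63 to −0.282) and 2.06 points (0.387 to 3.73). Within the low set, a setting chosen after seeing the values, they were 17.5 points (15.0 to 20.1) and 3.21 points (0.92 to 5.50). Within the high set they were −13.6 points (−15.5 to −11.7) and −0.616 points (−2.81 to 1.58). It states that *Mki67*-positive neutrophils increased in both colitis models, where the differences were −4.59 and −3.47 points. It states a trend to more macrophages and monocytes in *App* NL-G-F mice. Monocytes were 3.75% against 5.16% in WT mice, a difference within the spread between hashtag groups. Macrophages were 3.19% against 3.49%, which was not detectable at this depth, and over hashtag groups they were 2.53% against 2.29%. The paper states that the *Mki67*-high sub-cluster was low in *Ly6g*. Over all neutrophils, the sub-cluster with 143 CPM of *Mki67* also had the most *Ly6g*, 987 CPM. Within single hashtag groups, a setting chosen after seeing the values, the *Il1b*-rich sub-cluster had less *Ly6g* than the *Asprv1*-rich one. *Ly6g* was at 837 against 1292 CPM in hashtag 6 of WT chronic colitis. In hashtag 7 of *App* NL-G-F acute colitis, with 25 *Il1b*-rich cells, it was at 365 against 751 CPM. With 1 hashtag per cell, a setting chosen after seeing the values, the sub-cluster with 362 CPM of *Mki67* had the least *Ly6g*, 454 CPM. Its leading genes included *Cd74* and *H2-Aa*, as in the mixed sub-cluster, so it may not hold cycling neutrophils alone. The paper states that clusters 0 and 1 took similar shares of neutrophils between treatments, where the *Il1b*-rich sub-cluster held 49.0% in control and 8.60% in acute colitis, although within each immediate-early set, a setting chosen after seeing the values, the shares were close (94.1% and 95.7% in the high set). The sub-clusters here divide mainly by set and need not correspond to those of Fig. 3. It states that *Mmp9* was expressed in all clusters and particularly high in cluster 1, which it describes by *Il1b* among other genes, where the ratio of the *Il1b*-rich to the *Asprv1*-rich sub-cluster was 0.416, and 0.812 with 1 hashtag per cell, a setting chosen after seeing the values.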

Other observations

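Of the tests here, those of treatment or genotype, of the precursor correlation and of the high set with pooled genotypes were chosen only after the result was seen, while those in B cells, of fibroblasts, of basophils and mast cells and of gene signs were written before theirs.

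All 8 libraries had hashtag groups in both immediate-early sets, which argues against treatment or genotype as the source of the division. In all 8 libraries, B cells of each high-set group had a higher immediate-early CPM than B cells of each low-set group. Some WT groups had fewer than 10 B cells, and across libraries the ranges overlapped, with a high-set group at 2204.1 CPM and a low-set group at 2729.9. Fibroblasts were 0.498% of cells other than neutrophils in the high set of *App* NL-G-F mice (95% CI 0.374 to 0.649) and 0 of 10689 in the low set. In WT mice they were 204 of 13822 cells and 0 of 3926. Macrophages were 5.82% and 0.271% in *App* NL-G-F mice, but this had been seen before. The values are consistent with a difference in the tissue taken or in the dissociation, which may have released more resident cells and stressed all cells. No biological explanation was tested, and which mice or days the sets stand for is not known.

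The low set of the WT libraries had 5 neutrophils in 3931 cells. A loss of all granulocytes is argued against by basophils and mast cells, at 1.70% there and 2.00% in the low set of *App* NL-G-F mice. Neutrophil precursors were lower as well, at 3.51% (95% CI 2.96 to 4.13) against 5.43% (5.04 to 5.84). What lowered the neutrophils was not tested, and a difference between the genotypes stays open.

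Across hashtag groups, the share of neutrophils rose with that of neutrophil precursors among the other cells. In the high set, Pearson's r was 0.727 over 16 groups (permutation p = 0.0014, adjusted p = 0.0028 over both sets) and Spearman's rho 0.841 (p = 0.0001). Without the 2 groups farthest from the median, r was 0.794. In the low set, r was 0.679 over 11 groups (p = 0.0087) and rho 0.651 (p = 0.035), but r was 0.429 without 2 groups, so that the relation rests on them. The permutations shuffled all groups as independent units, although groups of the same library and treatment may be alike, so the p-values may be too small. Marrow-like cells may have come with the neutrophils, and this cannot be told apart from a joint rise in the mice, because both would raise precursors and neutrophils together.

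In neutrophils, 27.7% of 1846 genes changed in the same direction in acute colitis in *App* NL-G-F and WT mice. With *App* NL-G-F neutrophils of the high set alone, 93 in acute colitis and 202 in control, the share was 70.1% of 2028 genes, and with those of the low set it was 28.2% of 2007. The high set alone goes with the make-up of the *App* NL-G-F libraries by set as a candidate explanation for the low share, and the low set does not. The explanation stays open, because the low set of acute colitis is 1 hashtag group and the low set of WT mice holds 5 neutrophils. Genes are not independent replicates, and no biological explanation was tested. By the rule set beforehand, the genes with the largest rises in *App* NL-G-F mice, as log2 ratios, included *Olfm4* (1.05), *Hhex* (0.73), *Id2* (0.60) and *F630028O10Rik* (0.53). The largest falls were in *Fosl1* (−3.98), *Cd14* (−3.86), *Hilpda* (−3.03), *Osm* (−3.02) and *Plk2* (−2.75). In neutrophils of the low set, *Hhex* (−0.36) and *F630028O10Rik* (−0.36) fell, and *Fosl1* (0.35), *Cd14* (1.49), *Hilpda* (0.99) and *Plk2* (0.16) rose. Within the high set, *Olfm4* fell (−1.18) and *Osm* rose (0.29).

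In the high set with genotypes pooled, neutrophils were 6.38 ± 0.67% (SD, n = 4 hashtag groups) in control and 4.28 ± 1.09% (SD, n = 4) in acute colitis, a difference of −2.10 points (two-sided exact permutation test, p = 0.0286, adjusted p = 0.0429 over 3 tests), with all 4 groups below all control groups. In food allergy the share was 17.8 ± 4.04% (SD, n = 4), with a difference of 11.4 points (exact permutation p = 0.0286, adjusted p = 0.0429) and all 4 groups above control. In chronic colitis the difference was 3.31 points (exact permutation p = 0.371). With the first hashtag rule, the differences in acute colitis and food allergy were −2.03 points (exact permutation p = 0.0571) and 9.02 points (p = 0.0286), both with an adjusted p = 0.0856, so that neither passed 0.05. With 4 groups against 4 shuffled freely, 0.0286 is the smallest p possible. The shuffling held neither genotype nor library fixed, although each treatment has 1 library per genotype. The p-values thus treat groups of the same library as independent units, and no test with genotype held fixed was run. They therefore do not establish an effect of treatment.

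*Cd68* (ENSMUSG00000018774, chromosome 11, 69664213 to 69666153) was at 42.8 CPM in neutrophils of *App* NL-G-F control (95% CI 36.1 to 50.4), 51.9 in acute colitis (48.6 to 55.3), 43.3 in chronic colitis (36.0 to 51.7) and 43.5 in food allergy (38.3 to 49.3). In WT mice it was at 101 CPM in control (89.0 to 114) and 27.8 in acute colitis (17.6 to 41.7).

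Microglia were 76 of the 50073 cells. *Xist* was detected in at most 0.105% of the cells of any hashtag group.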
